# Low Molecular Weight Fucoidan Prevents Radiation-Induced Fibrosis and Secondary Tumors in a Zebrafish Model

**DOI:** 10.3390/cancers12061608

**Published:** 2020-06-18

**Authors:** Szu-Yuan Wu, Wan-Yu Yang, Chun-Chia Cheng, Ming-Chen Hsiao, Shin-Lin Tsai, Hua-Kuo Lin, Kuan-Hao Lin, Chiou-Hwa Yuh

**Keywords:** Oligo-Fucoidan, zebrafish, radiation-induced fibrosis, radiation-induced secondary malignancy

## Abstract

Radiotherapy often causes unwanted side effects such as radiation-induced fibrosis and second malignancies. Fucoidan, a sulfated polysaccharide extracted from brown seaweed, has many biological effects including anti-inflammation and anti-tumor. In the present study, we investigated the radioprotective effect of Oligo-Fucoidan (OF) using a zebrafish animal model. Adult zebrafish of wild-type and transgenic fish with hepatocellular carcinoma were orally fed with Oligo-Fucoidan before irradiation. Quantitative PCR, Sirius red stain, hematoxylin, and eosin stain were used for molecular and pathological analysis. Whole genomic microarrays were used to discover the global program of gene expression after Oligo-Fucoidan treatment and identified distinct classes of up- and downregulated genes/pathways during this process. Using Oligo-Fucoidan oral gavage in adult wild-type zebrafish, we found Oligo-Fucoidan pretreatment decreased irradiation-induced fibrosis in hepatocyte. Using hepatitis B virus X antigen (HBx), Src and HBx, Src, p53−/+ transgenic zebrafish liver cancer model, we found that Oligo-Fucoidan pretreatment before irradiation could lower the expression of lipogenic factors and enzymes, fibrosis, and cell cycle/proliferation markers, which eventually reduced formation of liver cancer compared to irradiation alone. Gene ontology analysis revealed that Oligo-Fucoidan pretreatment increased the expression of genes involved in oxidoreductase activity in zebrafish irradiation. Oligo-Fucoidan also decreased the expression of genes involved in transferase activity in wild-type fish without irradiation (WT), nuclear outer membrane-endoplasmic reticulum membrane network, and non-homologous end-joining (NHEJ) in hepatocellular carcinoma (HCC) transgenic fish. Rescue of those genes can prevent liver cancer formation. Conclusions: Our results provide evidence for the ability of Oligo-Fucoidan to prevent radiation-induced fibrosis and second malignancies in zebrafish.

## 1. Introduction

Radiotherapy (RT) consists of high-energy X-ray irradiation that is meant to target rapidly dividing cells such as tumor cells. RT damages the DNA within cells, often resulting in impaired cell division and subsequent cell death [1,2]. However, RT entails a balance between destroying cancerous cells and minimizing damage to normal cells [3] since RT can kill dividing cancerous cells as well as dividing non-cancerous cells, resulting in many undesired side effects [3].

RT-induced secondary malignancies (SM) may develop after X-ray irradiation [4]. RT leads to DNA mutations and cell death directly and also generates free radical damage to essential cellular enzymes [4]. The severity of the effects of RT can be seen in radiation-induced liver disease (RILD) in which hepatic toxicity progresses to fibrosis, cirrhosis, and liver failure and consequently becomes fatal liver [5]. The secondary malignancy (SM) or so-called late effect may not be observed right after the end of treatment [6,7,8].

While the induction of SM by RT is the side effect of greatest concern, other potential common side effects of RT occur, which are mainly caused by tissue fibrosis [9,10]. One possible means of reducing the side effects of RT is simply reducing the radiation dosage levels of RT. However, this can result in incomplete damage to cancer cells and even stimulates cancer metastasis [11]. A number of radioprotectants, including amifostine, dexrazoxane, and mesna (sodium 2-mercaptoethane sulfonate), have been reported. New potential radioprotectants also have been developed including amifostine analog S-[2-(3-methylaminopropyl) aminoethyl] phosphorothioate acid, thiolamine compounds with thioglycoside-protecting groups, covalent conjugates of thioamines and antioxidant vitamins, and selenazolidine prodrugs [12]. Among them, amifostine exhibits potential preventing radiation-induced cell death and mutagenesis and has entered phase I clinical study [13], nicaraven prevents radiation-induced lung cancer metastasis [14], zoledronate prevents radiation-induced bone loss [15], and tangeretin inhibits irradiation-induced lung metastasis [16]. Nevertheless, none of them have studied the protective effect against irradiation-induced liver fibrosis.

We investigated alternative approaches to reducing the side effects of RT by Fucoidan. It is a sulfated polysaccharide extracted from brown seaweed exhibiting anti-inflammatory and anti-tumor activities [17]. Fucoidan exhibits anti-bacterial, anti-fungal, and anti-viral properties [18]. Fucoidan inhibited CCl4-induced liver fibrosis [19] and attenuated N-nitrosodiethylamine-induced liver fibrosis [20] via the tissue growth factor (TGF)-beta1/Small mothers against decapentaplegic (Smad) [21]. Fucoidan also has a protective effect against gamma-ray-induced blood cell damage [22]. The low molecular weight fucoidan (LMWF) was extracted from brown seaweed using enzyme hydrolysis to an average molecular weight of 800 Da and has more biological actions than native fucoidan, such as growth inhibition of a broad spectrum of human carcinoma cells, including cervix adenocarcinoma, fibrosarcoma, leukemia, lymphoma, lung adenocarcinoma, and leukemia cells (HeLa, HT1080, K562, U937, A549, HL-60); angiogenesis and invasion inhibition in fibrosarcoma cells (HT1080); induced apoptosis in breast cancer cell lines (MCF-7, MDA-MB-231); promoted anti-coagulant activity in fibroblast cell line (CCL39); anti-inflammatory property by decreased leukocyte accumulation and connective tissue proteolysis; and protect extra-cellular matrix, etc. [18]. In mouse model, fucoidan exhibits dose-dependent increases in hematopoietic cells number through antioxidation mechanisms [23]. However, none of them have investigated that the fucoidan reduced liver fibrosis and liver cancer induced by irradiation. In this study, we used adult zebrafish animal model for the Oligo-Fucoidan radioprotection effect.

The zebrafish are externally fertilized, development occurs externally, with short sex-maturation time and low maintenance costs, and their genome exhibits 87% homology to the human genome [24,25]. Therefore, zebrafish have become a popular and common model for human diseases [26,27]. We have established many zebrafish cancer models using a transgenic approach [28,29,30,31,32,33,34,35] and screened anti-cancer therapeutic means [36,37]. Recently, zebrafish have been used in radiation protection research [38,39]. Zebrafish embryos were used as a model to screen radiation modifiers [40]; ionizing radiation ranging from 10 to 40 Gy caused time- and dose-dependent perturbations and lethality. Adult zebrafish irradiated with 20 Gy can impact the outcome of hematopoietic cell transplant [41]. However, there is no literature for using adult zebrafish for radio-protection. Therefore, the dosage was determined based on a previous study in rat that fucoidan from *Laminaria japonica* at 300 mg/kg body weight per day has no adverse effect [42]. Herein, zebrafish adult fish were feeding with Oligo-Fucoidan (OF) by oral gavage; the dose was 300 mg/kg (0.051 mg/fish).

Previously, we demonstrated that liver-specific expression of hepatitis B virus X antigen (HBx) and *src* oncogene are highly associated with liver cancer [29]. Obesity is considered a significant risk factor for liver cancer and, using diet-induced-obesity (DIO), the developed hepatocellular carcinoma (HCC) can be facilitated with a higher incidence rate [31]. In this study, we used WT fish and HBx, src, p53-DIO transgenic zebrafish to investigate the effects of Oligo-Fucoidan on preventing radiation-induced fibrosis and secondary tumors.

## 2. Results

### 2.1. Oligo-Fucoidan Treatment Reduces the Expression of Apoptotic Genes, Prevents Radiation-Induced Fibrosis and Cell Proliferation Markers in Adult WT Zebrafish

To observe the radioprotective effects in adult zebrafish, Oligo-Fucoidan was orally administered to five-month-old wild-type fish thrice a week for one month and one week after irradiation. Liver tissue was then excised for qPCR analysis. Activation of caspases are essential for apoptosis, including initiators (caspase-2, -8, -9, -10), effectors (caspase-3, -6, -7), and inflammatory caspases (caspase-1, -4, -5). The intrinsic signaling pathways of apoptosis are regulated by B-cell lymphoma 2 (BCL2) family of proteins, among them, Bad (BCL2 antagonist of cell death) and Bax (BCL2-associated X protein) are pro-apoptotic proteins. Fas ligand (FasL) is initial step for extrinsic signaling pathways of apoptosis [43]. c-Jun N-terminal kinase (JNK) and p38 mitogen-activated protein kinase (MAPK) are key regulators of cell stress and often associated with apoptosis [44]. Therefore, we choose to examine the expression levels for *caspase8*, *caspase3a*, *bad*, *bax*, *fasL*, *jnk-1,* and *p38a* (*MAPK*) as markers for cell death. The expression of cell death/stress-related genes was examined by qPCR. After RT, the expression of cell death/stress-related genes was increased relative to non-irradiated wild-type fish (Figure S1A). Pretreatment with Oligo-Fucoidan reversed the expression of cell death/stress genes induced by RT (Figure 1A). These results indicated that Oligo-Fucoidan can prevent high-dosage irradiation-induced liver cell apoptosis.

Type I collagen is associated with hepatic fibrosis [45]. Type I procollagen is combined with two pro-alpha1 (I) and one pro-alpha2 (I) chain, which are encoded by COL1A1 and COL1A2, respectively [46]. Connective tissue growth factor (CTGF) is a fibrogenic master switch in liver fibrosis [47]. Heparanase (HPSE) expression increased in the onset of liver fibrosis of CCl4-treated mice model [48]. Therefore, we chose to examine the expression levels for *col1a1*, *ctgfa*, and *hpse* as markers for liver fibrosis. The hepatic expression of the fibrotic marker genes was examined both in non-irradiated and irradiated WT fish. The expression of *col1a1* and *ctgfa* was increased in the liver after RT relative to non-irradiated fish, but the increment of *hpse* was not significant (Figure S1B). Pretreatment with Oligo-Fucoidan reversed fibrotic marker induction following irradiation (Figure 1B).

The initiation of hepatocellular carcinoma depends on E-type cyclins E1 (CcnE1) and cyclin-dependent kinase 2 (Cdk2) [49]. Ccne1 overexpression cause liver tumor development in mice [50], Cdk2 plays a key role in cell cycle progression in hepatocyte [51], and cyclin-dependent kinase 1 (Cdk1) is essential for cell division of liver cancer [52]. Therefore, we chose to examine the expression levels for *ccne1*, *cdk1*, and *cdk2* as markers for cell proliferation. To evaluate the effect of Oligo-Fucoidan on hepatocarcinogenesis, the expression of cell cycle/proliferation markers were examined in WT fish. The expression of cell cycle/proliferation markers was increased in the liver after radiation treatment (Figure S1C). Pretreatment with Oligo-Fucoidan reversed the expression of cell cycle/proliferation markers induced by radiation, especially the expression of *cdk1* and *cdk2* (Figure 1C). These results indicated Oligo-Fucoidan can prevent high-dosage irradiation-induced liver cell proliferation.

We wonder whether lower irradiation can have less effect on fibrosis, we irradiated the wild-type fish with 10 Gy, a dosage used for radiotherapy in human patients. It caused an increment of *ctgfa,* which might represent an early fibrosis marker (Figure S1D). Again, pretreatment with Oligo-Fucoidan reversed fibrotic marker induction following irradiation (Figure 1D), but there was no statistical significance.

To verify the liver fibrosis caused by irradiation, Sirius red staining was used for visualization of collagen I and III fibers in liver sections. The 40 Gy irradiation-induced fibrosis and Oligo-Fucoidan pretreatment indeed reduced the formation of collagen fibers derived from radiation (Figure 2A,B). Irradiation with 10 Gy also caused liver fibrosis, which was prevented by Oligo-Fucoidan pretreatment (Figure 2C,D). These results indicated Oligo-Fucoidan can prevent a high dosage of irradiation-induced liver fibrosis.

### 2.2. Oligo-Fucoidan Pretreatment Decreases the Expression of Lipogenic Factors, Lipogenic Enzymes, Fibrosis, and Cell Proliferation Markers in Adult Transgenic Zebrafish

HBx,src transgenic zebrafish, in which the hepatitis B viral X antigen (HBx) and *src* oncogene are expressed in the liver, developed hepatocellular carcinoma (HCC) at 9–11 months of age [29]. Diet-induced obesity (DIO) accelerated HCC formation in HBx, src transgenic fish at 5 months of age when compared to normal diet, 23% of HCC under DIO versus 7% of HCC in normal diet [31]. To examine the effects of Oligo-Fucoidan on obesity-induced hepatocarcinogenesis, diet-induced obese HBx,src transgenic fish at 5-month of age were examined for the expression of lipogenic factor, lipogenic enzyme, and fibrosis markers relative to untreated fish.

The expression patterns of the lipogenic factors *pparg*, *srebf1,* and *mlxip* were examined (Figure 3A and Figure S2A) as well as the expression patterns of the lipogenic enzymes *agpat4*, *pap,* and *fasn* (Figure 3B and Figure S2B). These results demonstrate that pretreatment of fish with Oligo-Fucoidan can reduce the expression of lipogenic factors and lipogenic enzymes induced by the combination of diet-induced obesity and RT. Oligo-Fucoidan pretreatment significantly decreased the expression level of fibrotic marker genes following RT relative to RT alone (Figure 3C and Figure S2C).

In the diet-induced obese HBx, src transgenic fish, RT increased the expression of cell cycle-related genes without statistical significance (Figure S2D), and Oligo-Fucoidan dramatically reversed the expression of cell cycle/proliferation markers induced by radiation (Figure 3D). Ten grays, a dosage used for radiotherapy in human patients, did not cause increment of fibrosis markers (Figure S2E) but lowered the expression of cell proliferation markers without significance (Figure S2F). Oligo-Fucoidan pretreatment significantly decreased the expression levels of fibrotic marker *ctgfa* (Figure 3E) and cell proliferation marker *ccne1* (Figure 3F).

While RT is a method of treating tumors, radiation can also induce secondary tumors [53]. In our experiments, we found that the expression of lipogenic factors, fibrosis, and cell proliferation markers was either unchanged or increased following 40 Gy RT, indicating that the dosages of 40 Gy RT may be too high and may facilitate secondary malignancy. The expression of lipogenic factors and fibrosis and cell proliferation markers in the RT group could be reversed by pretreatment with oligo-fucoidan. These results provide strong evidences for the radioprotective effect of Oligo-Fucoidan. 

### 2.3. Oligo-Fucoidan Pretreatment Decreases the Radiation-Induced Hepatocyte Apoptosis in Adult Zebrafish

RT-induced cell death was mediated through double-stranded DNA sensor AIM2, which senses radiation-induced DNA damage in the nucleus and then activates inflammation and cell death [54]. RT-induced cell death depends on DNA repair capacity and the microenvironment on top of other factors [55]. Hepatocellular apoptosis may trigger fibrosis and tumor formation [56]. We detected hepatocyte apoptosis from hematoxylin and eosin (H&E) stain liver specimens to verify the apoptosis changes following Oligo-Fucoidan treatment in transgenic fish. We found in our zebrafish model that radiation indeed induced apoptosis in the liver tissue from H&E stain, and Oligo-Fucoidan-fed zebrafish significantly reduced the hepatocyte apoptosis (Figure 4).

### 2.4. Oligo-Fucoidan Pretreatment in Adult Transgenic Zebrafish Decreased HCC Formation

We then examined liver specimens using H&E staining to verify the histopathological changes following Oligo-Fucoidan treatment in transgenic fish. When overfed, HBx, src transgenic zebrafish (DIO) exhibited hyperplasia (80%) and HCC (20%). Treatment with 40 Gy radiation (DIO + 40 Gy) increased the HCC risk from 20% to 44% (Figure 5A). Oral feeding of Oligo-Fucoidan before radiation (DIO + OF + 40 Gy) significantly decreased the HCC incidence from 44% to 10% (Figure 5A). These data indicate that Oligo-Fucoidan effectively decreases the risk of radiation-induced HCC. Ten grays irradiation decreased the HCC incidence (Figure 5B), and Oligo-Fucoidan treatment further reduced the percentage of dysplasia (Figure 5B).

The proliferating cell nuclear antigen (PCNA) proliferation marker was also examined in liver specimens using immunohistochemical staining in two transgenic fish with irradiation. The PCNA staining was increased in the radiation and DIO groups and was reduced by Oligo-Fucoidan pretreatment (Figure 5C); however, 10 Gy of irradiation did not cause a significant increase of PCNA, hence Oligo-Fucoidan had no reversal effect (Figure 5D). These data suggest that Oligo-Fucoidan is not only radioprotective but it can also decrease the expression of proliferation markers, thus lowering the possibility of cancer formation and secondary malignancies induced by radiation.

### 2.5. GeneTitan Array Analysis Identified Important Targets for Oligo-Fucoidan Radioprotective Effect

In order to explore global program of gene expression after Oligo-Fucoidan treatment before irradiation and identified distinct classes of up- and downregulated genes/pathways during this process in hepatocytes, the whole-genome expression profiles were analyzed by GeneTitan array. We compared two batches of wild-type fish radiation (1st batch-40 Gy and 2nd batch-10 Gy) with or without Oligo-Fucoidan pretreatment. 

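The first batch held 2 liver arrays of WT fish that received 40 Gy (R) and 2 of WT fish given Oligo-Fucoidan at 300 mg/kg before 40 Gy (OF + R). The second batch held 2 arrays of WT fish that received 10 Gy and 2 of WT fish given Oligo-Fucoidan before 10 Gy. The values analysed were the log2 signals of 75212 probe sets that the authors deposited, background-corrected and normalized with the Transcriptome Analysis Console. The median log2 signal of an array was 2.02 to 2.21 in the first batch and 2.46 to 2.58 in the second, so OF + R was compared with R within each batch. All 23 arrays, those of the transgenic fish included, were fitted together in limma with 8 group means, and p-values were adjusted over all probe sets. A gene with several probe sets is represented by its brightest one. The members of 40 gene groups were fixed before the data were examined, and each group was compared with the other genes by camera. Some groups hold genes of the paper's heat maps, which were chosen from these same arrays. Tests of those groups are not fully independent of the data. The sources used here do not state whether the arrays come from separate animals, so no p-value can be taken to measure the spread between animals. Those of limma measure the spread between arrays. Camera with its preset correlation sets a group's genes against the other genes, and Fisher's exact test counts genes as independent units. Their p-values therefore measure mainly the spread over genes. With an estimated correlation between genes, 2 of the 56 group calls by camera remained. At an adjusted p under 0.05, 1409 probe sets were higher and 813 lower in OF + R than in R at 40 Gy. At 10 Gy, 1306 were higher and 2527 lower, and 733 and 2151 after quantile normalization over all arrays and 361 and 1185 when limma was fitted to the 4 arrays alone. In these 10 Gy arrays the yolk protein gene vtg2 had a log2 signal of 13.7 to 13.9 in R and 3.18 to 3.96 in OF + R. The germ cell gene dazl had 7.71 to 8.26 in R and 1.50 to 1.74 in OF + R. The 10 Gy counts and overlaps therefore do not separate an effect of Oligo-Fucoidan from a difference in tissue or sex. The 40 Gy count rests on the spread pooled over all groups, because limma fitted to the 4 arrays of that comparison alone called 0 probe sets (7578 at an unadjusted p under 0.05). It was 356 without replicate 2 of WT OF + 40 Gy and 3699 without replicate 2 of WT 40 Gy. The split between higher and lower also moved with the scaling of the arrays. Centring every array on its median shifted the 40 Gy difference by 0.15 log2 units and gave 2067 higher and 368 lower probe sets. Quantile normalization gave 939 higher and 1227 lower over all arrays, and 470 and 482 within each batch.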

We identified 626 candidate genes that were downregulated by irradiation (R/control) and upregulated by Oligo-Fucoidan pretreatment before radiation (OF + R/R) at least two-fold with a *p*-value less than 0.05 (Figure 6A,B). 

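In both batches of WT fish, Oligo-Fucoidan pretreatment upregulated gad1a, which encodes a glutamate decarboxylase, by a log2 fold change of 3.11 at 40 Gy (n = 2 arrays per group, standard error 0.54, adjusted p = 0.0061) and 2.82 at 10 Gy (standard error 0.54, adjusted p = 0.0029). At 40 Gy, pycr1b, which encodes an enzyme of proline synthesis, rose by 2.01 (standard error 0.30, adjusted p = 0.0026). gclc, whose product catalyses the limiting step of glutathione synthesis, rose by 1.49 (standard error 0.24, adjusted p = 0.0035). At 10 Gy, apoa1a, which encodes the main apolipoprotein of high-density lipoprotein, rose by 3.81 (standard error 0.52, adjusted p = 7.9e-05), and mttp, which loads lipid onto secreted lipoproteins, by 1.25 (standard error 0.21, adjusted p = 0.00072). Of 25 erythrocyte genes, 14 rose and 0 fell at 10 Gy (18 higher and 1 lower when adjusted over the list alone), among them alas2 of haem synthesis with 3.40 (standard error 0.59, adjusted p = 0.0010). Their median log2 fold change was 1.41 (camera adjusted p = 1.9e-07, and adjusted p = 0.34 with an estimated correlation), while in the same arrays that of the ovary and oocyte genes was -4.55 and that of the cell cycle genes -3.02. Of 45 neutrophil and macrophage genes, 6 rose and 0 fell at 40 Gy (11 higher and 1 lower when adjusted over the list alone). Their median was 0.72 (camera adjusted p = 0.012, and adjusted p = 0.60 with an estimated correlation). It was 0.93 (adjusted p = 0.074) without replicate 2 of WT 40 Gy and 0.46 (adjusted p = 0.029) without replicate 2 of WT OF + 40 Gy. In the same arrays 23 genes of the biliary epithelium had a median of 0.40 (adjusted p = 0.025, and adjusted p = 0.43 with an estimated correlation), with 3 risen and 0 fallen (8 and 1 when adjusted over the list alone). It was 0.61 (adjusted p = 0.047) and 0.31 (adjusted p = 0.064) without replicates 1 and 2 of WT 40 Gy, and 0.76 (adjusted p = 0.0081) and 0.65 (adjusted p = 0.19) without replicates 1 and 2 of WT OF + 40 Gy. The exocrine pancreas genes there had a median of -0.81 (adjusted p = 6.8e-05, and adjusted p = 0.75 with an estimated correlation), and -1.4 (adjusted p = 1.6e-07) and -0.51 (adjusted p = 0.064) without replicates 1 and 2 of WT 40 Gy. The endocrine pancreas genes had a median of -0.36 (adjusted p = 0.00042, and adjusted p = 0.33 with an estimated correlation), and -0.21 after median centring. In both R arrays at 40 Gy gad1a lay below the median signal of the array, and set against those medians it rose by at least 2.67. For gad1a, the adjusted p was 0.090 at 40 Gy (log2 fold change 2.74) without replicate 2 of WT OF + 40 Gy, and 0.051 at 10 Gy (log2 fold change 2.44) without replicate 2 of WT 10 Gy. At the thresholds of the study, a fold change of at least 2 and an unadjusted p under 0.05, 466 probe sets were higher in both batches, where independent lists of these sizes would share 186. Without replicate 2 of WT OF + 40 Gy, they numbered 298. Another 197 probe sets were higher at 40 Gy and lower at 10 Gy. With an adjusted p under 0.05 in place of both thresholds, 65 probe sets were higher in both batches (24.5 expected). The R/control part of the selection is not analysed here.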

Using gene ontology analysis via WebGestalt [57], we found genes involved in oxidoreductase activity were enriched (Figure 6C). 

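Of 354 oxidoreductase genes, 15 rose and 1 fell with Oligo-Fucoidan before 40 Gy (19 higher and 2 lower when adjusted over the list alone), and 19 rose and 18 fell before 10 Gy (32 and 21). Among them, cyp17a2, which encodes a steroid hydroxylase, rose by 2.89 log2 units at 40 Gy (standard error 0.35, adjusted p = 0.00058). At 10 Gy, cyp11a1.1, whose product starts steroid synthesis from cholesterol, fell by 4.48 (standard error 0.22, adjusted p = 2.3e-10), and aldh18a1, which starts proline synthesis from glutamate, fell by 2.04 (standard error 0.25, adjusted p = 2.5e-05). With Oligo-Fucoidan cyp11a1.1 lay below the median signal of both arrays, against which it fell by at least 3.67. Ovary and oocyte genes fell in the same arrays, 41 of 44 with a median of -4.55, from a mean log2 signal of 6.75 to 6.91 in WT 10 Gy to 2.22 to 2.41 with Oligo-Fucoidan. Of 53 genes of amino acid catabolism, 4 rose and 0 fell at 40 Gy (17 higher and 0 lower when adjusted over the list alone) and 11 rose and 2 fell at 10 Gy (18 and 2). Their median was 0.67 at 40 Gy (camera adjusted p = 0.0013, and adjusted p = 0.70 with an estimated correlation) and 1.10 at 10 Gy (adjusted p = 1.1e-06, and adjusted p = 0.50 with an estimated correlation). At 40 Gy it was 0.44 (adjusted p = 0.16) without replicate 1 of WT 40 Gy and 1.07 (adjusted p = 0.0013) without replicate 1 of WT OF + 40 Gy. One of these genes was mat1a, which makes the liver's S-adenosylmethionine, with 1.80 (standard error 0.35, adjusted p = 0.0037) at 10 Gy, and 1.3 (adjusted p = 0.088) without replicate 1 of WT 10 Gy. The median log2 fold change of the oxidoreductases was 0.40 at 40 Gy (camera adjusted p = 0.025) and 0.38 at 10 Gy (adjusted p = 0.0087), with adjusted p = 0.76 and 0.75 with an estimated correlation. The 40 Gy median was 0.18 (adjusted p = 0.64) without replicate 1 of WT 40 Gy, 0.63 (adjusted p = 0.00014) without replicate 1 of WT OF + 40 Gy and 0.052 (adjusted p = 0.79) without its replicate 2. The 44 genes of carnitine metabolism and fatty acid oxidation had a median of 0.86 at 10 Gy (adjusted p = 0.00099, and adjusted p = 0.75 with an estimated correlation), with 1 gene risen (1 higher when adjusted over the list alone). At 10 Gy, the 23 UDP-glucuronosyltransferases, which conjugate steroids and drugs, had a median of 1.10 (camera adjusted p = 0.0015, and adjusted p = 0.43 with an estimated correlation), and 2 of them rose (7 when adjusted over the list alone).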

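Of 232 genes that were higher in both WT batches at the study's thresholds, 11 were oxidoreductases where 3.93 would fall among them by chance (odds ratio 2.95, 95% confidence interval 1.44 to 5.44, Fisher's exact test, adjusted p = 0.047). These were acad9, akr1b1.1, akr7a3, aldh4a1, aldh7a1, bckdhb, dhrs13l1, foxred1, gcdha, ivd and sod3a, named here after their values were seen. Genes of amino acid catabolism made up 8 of the 232, aldh4a1, aldh7a1, bckdhb, fah, gls2a, got2a, ivd and mccc1, against 0.589 by chance (odds ratio 16.3, Fisher's exact test, adjusted p = 6.3e-06). Of the genes in these overlaps, akr1b1.1, aldh4a1, aldh7a1, foxred1 and gls2a are in the heat map of Figure 6B. Its genes were chosen from these arrays, so neither odds ratio is a fully independent test. The odds ratio of the oxidoreductases was 0.51 (unadjusted exact p = 1) without replicate 2 of WT OF + 40 Gy, 1.42 (exact p = 0.37) without replicate 1 of WT 40 Gy and 2.26 (exact p = 0.057) without replicate 2 of WT 10 Gy. With quantile normalization it was 1.25 over all arrays and 1.29 within each batch. The effect of Oligo-Fucoidan on the oxidoreductases as a group was 0.0072 log2 units apart between 40 Gy and 10 Gy (adjusted p = 0.61 for the difference).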

All the differentially expressed genes were uploaded to the NetworkAnalyst 3.0 software (https://www.networkanalyst.ca/). hnf4a was the hub for most of the differentially expressed genes. Therefore, *hnf4a* was determined to be a driver gene. It was reported that stress-induced inhibition of HNF4A expression is related to liver fibrosis and cancer formation [58]. 

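hnf4a encodes a nuclear receptor that maintains the identity of hepatocytes. Its log2 signal in WT fish was 8.21 ± 0.12 (SD, n = 2 arrays) with Oligo-Fucoidan before 40 Gy and 6.82 ± 0.54 (n = 2) after 40 Gy alone, a log2 fold change of 1.39 (standard error 0.33, adjusted p = 0.030). In the 10 Gy batch it was 9.58 ± 0.19 with Oligo-Fucoidan and 8.54 ± 0.46 without, a log2 fold change of 1.04 (standard error 0.33, adjusted p = 0.085), which passed the study's thresholds but not the adjusted one. In each batch both OF + R arrays were above both R arrays, and all 3 probe sets of the gene were higher. Whether the gene was called depended on the probe set. At 40 Gy the others had 0.94 (adjusted p = 0.10) and 1.45 (adjusted p = 0.052). At 10 Gy they had 1.05 (adjusted p = 0.053) and 1.49 (adjusted p = 0.031). Among 39 HNF4A target genes, 4 rose and 0 fell at 10 Gy (5 higher and 0 lower when adjusted over the list alone), while at 40 Gy 1 rose and 1 fell (the same numbers over the list alone). The median log2 fold change of the targets was 0.57 at 10 Gy (camera adjusted p = 9.9e-05, and adjusted p = 0.44 with an estimated correlation) and 0.13 at 40 Gy (adjusted p = 0.66), and the difference of -0.43 between the batches had an adjusted p of 0.0077 (0.81 with an estimated correlation). At 10 Gy, 35 hepatocyte markers, 11 of which are also among the targets, had a median of 0.47 (adjusted p = 0.0013, and adjusted p = 0.65 with an estimated correlation) and 0 genes called (8 at an unadjusted p under 0.05), and the other 24 a median of 0.47 with 21 positive. The median of the 35 markers was 0.80 (adjusted p = 4.9e-07) after quantile normalization over all arrays and 0.71 (adjusted p = 9.3e-06) within each batch. The mean log2 signal of the ovary and oocyte genes moved the other way, from 6.75 to 6.91 in WT 10 Gy to 2.22 to 2.41 with Oligo-Fucoidan. The hnf4a call at 40 Gy was lost without replicate 1 of WT 40 Gy (log2 fold change 1.00, adjusted p = 0.19), replicate 1 of WT OF + 40 Gy (1.47, adjusted p = 0.065) or its replicate 2 (1.3, adjusted p = 0.22), and with quantile normalization over all arrays (1.15, adjusted p = 0.069). Because hnf4a was the hub of most differentially expressed genes in NetworkAnalyst, the paper concludes that it is a driver gene.

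**Figure D1:**
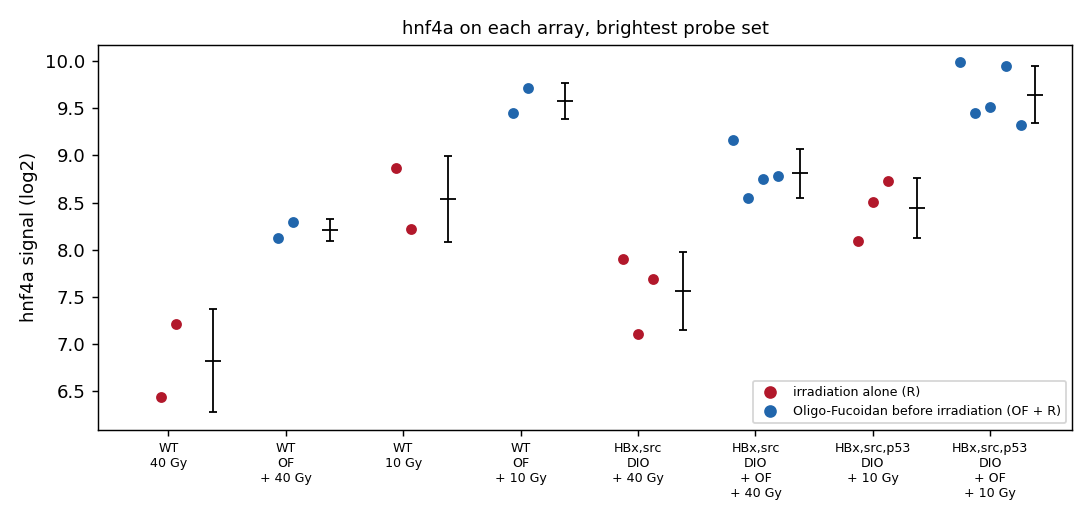
Log2 signal of the brightest hnf4a probe set in each array (points) of the 8 groups, with the mean and SD in black, R in red and OF + R in blue. In each of the 4 comparisons every OF + R array lies above every R array.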

Overexpressed Hnf5a resets the transcription factor network in hepatocytes and prevents hepatic failure [59]. Therefore, we examined fucoidan-mediated activation of hnf4a in the following section.

We also identified 149 candidate genes that were upregulated by irradiation (R/control) and downregulated by Oligo-Fucoidan pretreatment before radiation (OF + R/R) at least two-fold with a *p*-value less than 0.05 (Figure 6D,E); these genes were enriched in transferase activity (Figure 6F).

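s100a1, which encodes a calcium-binding protein, fell by 3.05 log2 units at 40 Gy with Oligo-Fucoidan in WT fish (standard error 0.27, adjusted p = 4.1e-05) and fell by 3.15 at 10 Gy (standard error 0.27, adjusted p = 3.1e-07). At 40 Gy, adm2b, which encodes a vasodilator peptide, fell by 4.09 (standard error 0.44, adjusted p = 0.00026). At 10 Gy, 45 of 58 genes of the cell cycle fell and 0 rose (49 lower when adjusted over the list alone), with a median of -3.02 (camera adjusted p = 2.8e-39, and adjusted p = 0.044 with an estimated correlation). One was ccnb2, which encodes a mitotic cyclin and fell by 4.67 (standard error 0.19, adjusted p = 2.5e-11). In the same arrays 41 of 44 ovary and oocyte genes fell and 0 rose (the same numbers over the list alone), with a median of -4.55 (adjusted p = 6.6e-50, and adjusted p = 0.044 with an estimated correlation). dazl, which binds RNA in germ cells, fell by 6.37 (standard error 0.31, adjusted p = 2.0e-10) and the oocyte growth factor bmp15 fell by 4.41 (standard error 0.25, adjusted p = 1.6e-09). Detection calls are not used here, and s100a1, dazl and bmp15 lay below the median signal of both arrays with Oligo-Fucoidan at 10 Gy, so their sizes are uncertain. Set against those medians, a floor chosen after the values were seen, they decreased by at least 2.06, 5.48 and 4.07. With this floor the median was -3.92 for the ovary genes, of which 26 of the 41 fallen lay below it with Oligo-Fucoidan, and -2.70 for the cell cycle genes (21 of 45). Of 13 genes of the oestrogen response in female liver, 8 fell and 1 rose (9 and 1 when adjusted over the list alone), with a median of -7.58 (adjusted p = 0.00079, and adjusted p = 0.60 with an estimated correlation). That median is approximate, because 5 of the 8 that fell lay within 2 log2 units of the highest signal of both R arrays, where differences can be compressed, and 2 lay below the array medians with Oligo-Fucoidan. The 34 exocrine pancreas genes had a median of -0.81 at 40 Gy (adjusted p = 6.8e-05, and adjusted p = 0.75 with an estimated correlation) and -1.07 at 10 Gy (adjusted p = 0.0012, and adjusted p = 0.76 with an estimated correlation). At 40 Gy it was -1.4 (adjusted p = 1.6e-07) without replicate 1 of WT 40 Gy and -0.51 (adjusted p = 0.064) without its replicate 2. At 40 Gy the medians were 0.0076 for the cell cycle (adjusted p = 0.17) and -0.030 for the ovary genes (adjusted p = 0.12).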

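Sulfotransferases, which transfer sulfate groups, were the gene group fixed beforehand for the transferase term. They are only a part of that term, which has no group of its own here, so the paper's enrichment is not tested as a whole. The UDP-glucuronosyltransferases and glutathione S-transferases, which are transferases too, had medians of 0.59 (camera adjusted p = 0.25) and 0.38 (adjusted p = 0.86) at 40 Gy and 1.10 (adjusted p = 0.0015, and adjusted p = 0.43 with an estimated correlation) and 0.46 (adjusted p = 0.063) at 10 Gy. Of 64 sulfotransferases, chst2a, a sulfotransferase for carbohydrates, fell by 2.8 log2 units at 10 Gy (standard error 0.25, adjusted p = 4.2e-07), the only one called in that comparison (1 when adjusted over the list alone). At 40 Gy 2 sulfotransferases rose and 1 fell (the same numbers over the list alone). The group's median was -0.053 at 40 Gy (camera adjusted p = 0.31) and 0.046 at 10 Gy (adjusted p = 0.89). At the study's thresholds, 44 probe sets were lower in both WT batches, where 71.8 would be shared by independent lists, and 100 were lower at 40 Gy and higher at 10 Gy. Without single arrays they numbered 90 (WT 40 Gy replicate 1), 105 (WT 40 Gy replicate 2), 83 (WT 10 Gy replicate 1) and 73 (WT 10 Gy replicate 2). Of the 16 genes among them, 1 was a sulfotransferase, tpst1l, named after its value was seen (odds ratio 22.0, Fisher's exact test, unadjusted p = 0.048, adjusted p = 0.51). The odds ratio was 0 without replicate 1 of WT OF + 40 Gy or replicate 1 of WT 10 Gy. It was 9.42 (exact p = 0.10) without replicate 1 of WT 40 Gy, 20.6 (exact p = 0.051) without replicate 1 of WT OF + 10 Gy, and 19.4 (exact p = 0.054) without replicate 3 of the R arrays or replicate 4 of the OF + R arrays of HBx,src,p53 fish. Another 4 of the 16, cel.1, cela1.6, ela3l and prss59.2, encode digestive enzymes of the exocrine pancreas (odds ratio 231, Fisher's exact test, adjusted p = 8.4e-07), also named after their values were seen.

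**Figure D2:**
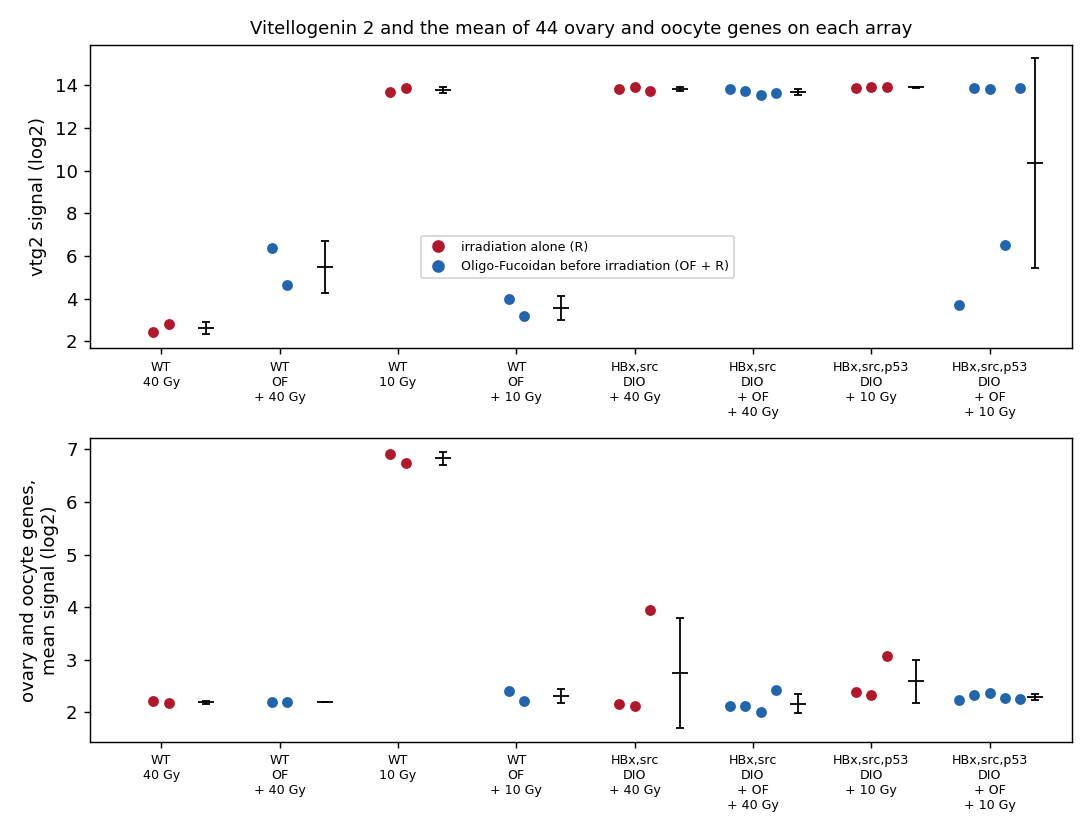
Log2 signal of vtg2, a yolk protein gene, and mean log2 signal of the 44 ovary and oocyte genes in each array (points) of the 8 groups, with the mean and SD in black, R in red and OF + R in blue. The mean of the ovary genes is 6.75 to 6.91 in WT 10 Gy.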

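The transgenic arrays were 3 of HBx,src fish with diet-induced obesity that received 40 Gy and 4 with Oligo-Fucoidan before 40 Gy in the first batch. The second batch held 3 arrays of HBx,src,p53 fish with diet-induced obesity that received 10 Gy and 5 with Oligo-Fucoidan before 10 Gy. They were part of the same fit of 23 arrays, and OF + R was compared with R within each genotype. At an adjusted p under 0.05, 791 probe sets were higher and 242 lower in OF + R than in R in HBx,src fish. Among HBx,src,p53 fish 1078 were higher and 1398 lower. For HBx,src fish the number of changed probe sets was 617 without replicate 2 and 678 without replicate 3 of the R arrays, and 687, 540, 640 and 658 without replicates 1, 2, 3 and 4 of the OF + R arrays. For HBx,src,p53 fish it was 1153 without replicate 1 and 1127 without replicate 3 of the R arrays, and 1615 without replicate 4 of the OF + R arrays. Fitted to the arrays of each comparison alone, limma called 93 probe sets in HBx,src fish and 1602 in HBx,src,p53 fish. In HBx,src fish the split depended on the scaling, with 976 higher and 166 lower after centring on the median, 573 and 559 after quantile normalization over all arrays, and 435 and 316 after quantile normalization within each batch. In the arrays of HBx,src,p53 fish given Oligo-Fucoidan, the yolk protein gene vtg2 had a log2 signal of 3.69 to 13.9, with 2 of the 5 arrays (replicates 1 and 4) far below the others, although the paper describes its transgenic fish as female. Without both, chosen after the values were seen, 371 probe sets were higher and 659 lower. The mean log2 signal of the ovary and oocyte genes was 2.13 to 3.95 in the R arrays and 2.01 to 2.42 in the OF + R arrays of HBx,src fish. Their median log2 fold change there was -0.58 (camera adjusted p = 2.6e-07, and adjusted p = 0.56 with an estimated correlation), and -0.017 (adjusted p = 0.30) without replicate 3 of the R arrays.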

We compared two batches of transgenic fish radiation (1st batch-HBx, src fish diet-induced obesity (DIO) with 40 Gy and 2nd batch- HBx, src, p53-transgenic fish DIO with 10 Gy) with or without Oligo-Fucoidan pretreatment. 

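Oligo-Fucoidan pretreatment upregulated ncoa4, the receptor that takes ferritin to the lysosome, by 1.9 log2 units in HBx,src fish (n = 4 arrays against 3, standard error 0.33, adjusted p = 0.0078) and by 1.7 in HBx,src,p53 fish (n = 5 against 3, standard error 0.31, adjusted p = 0.0061). hsd11b1lb, which encodes an oxidoreductase related to the enzyme that regenerates cortisol, rose by 2.14 in HBx,src fish (standard error 0.36, adjusted p = 0.0068) and had a log2 fold change of 1.10 in HBx,src,p53 fish (standard error 0.34, adjusted p = 0.098). Of 41 circadian clock genes, 4 rose and 0 fell in HBx,src fish (6 and 0 when adjusted over the list alone), and 14 rose and 1 fell in HBx,src,p53 fish (20 and 5). They included dbpb, a transcription factor of the clock's output, with 2.28 (standard error 0.39, adjusted p = 0.0039) in HBx,src,p53 fish. Their median log2 fold change was 0.43 (camera adjusted p = 0.00037, and adjusted p = 0.21 with an estimated correlation) and 0.80 (adjusted p = 0.00018, and adjusted p = 0.19 with an estimated correlation). In HBx,src fish it was 0.26 (adjusted p = 0.0031) without replicate 2 of the R arrays. Of 44 genes of carnitine metabolism and fatty acid oxidation, 1 rose in HBx,src fish (5 when adjusted over the list alone) and 4 rose and 2 fell in HBx,src,p53 fish (8 and 2). Their median was 0.33 (adjusted p = 0.0023, and adjusted p = 0.76 with an estimated correlation) and 0.53 (adjusted p = 0.0012, and adjusted p = 0.75 with an estimated correlation), and 0.16 in HBx,src fish (adjusted p = 0.045) after quantile normalization over all arrays. In HBx,src,p53 fish, the 23 UDP-glucuronosyltransferases had a median of 0.92 (adjusted p = 1.1e-05, and adjusted p = 0.23 with an estimated correlation), and 2 of them rose (7 when adjusted over the list alone), one of which was ugt5b3 with 1.88 (standard error 0.35, adjusted p = 0.0066). Without both OF + R arrays with low vitellogenin, chosen after the values were seen, this median was 0.52 with 1 gene risen, that of the clock genes 0.74 with 4 risen and 1 fallen, and that of the carnitine group 0.41 with 0 risen.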

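Of the 354 oxidoreductases, 7 rose and 0 fell in HBx,src fish (the same numbers over the list alone), and 13 rose and 11 fell in HBx,src,p53 fish (23 and 19 when adjusted over the list alone). The group's median was 0.13 (camera adjusted p = 0.14) and 0.16 (adjusted p = 0.075), and the mean effect in the transgenic pair minus that in the WT pair was -0.17 (adjusted p = 0.11). Without both low-vitellogenin arrays, chosen after the values were seen, 4 rose and 5 fell in HBx,src,p53 fish, with a median of 0.080 (adjusted p = 0.21). Among them, cyp1d1, a cytochrome P450, rose by 3.63 in HBx,src,p53 fish (standard error 0.64, adjusted p = 0.0047), and tdo2b, which opens the ring of tryptophan, by 4.71 (standard error 0.85, adjusted p = 0.0054). At the study's thresholds, 390 probe sets were higher in both transgenic batches, where independent lists would share 62.3, and 97 were higher in both at an adjusted p under 0.05. Of the 175 genes among the 390 probe sets, 7 were oxidoreductases, bdh1, cyp1a, cyp27a1.2, gpd1c, hsd11b1lb, hsd20b2 and rdh1, against 2.97 by chance (odds ratio 2.44, Fisher's exact test, unadjusted p = 0.030, adjusted p = 0.40). Their odds ratio was 1.56 (exact p = 0.26), 1.87 (exact p = 0.15) and 2.02 (exact p = 0.13) without replicate 3 of the R arrays, replicate 1 of the OF + R arrays or replicate 3 of the OF + R arrays of HBx,src fish, and 2.15 (exact p = 0.069) without replicate 1 of the OF + R arrays of HBx,src,p53 fish. Circadian clock genes made up 10 of the 175, cry1a, cry2, dbpa, dbpb, nfil3-6, nr1d1, nr1d2a, per1a, per2 and tefa, against 0.344 by chance (odds ratio 40.3, Fisher's exact test, adjusted p = 1.9e-10). Genes of carnitine metabolism and fatty acid oxidation made up 4, bbox1, cpt1ab, cpt1b and crata (odds ratio 12.1, Fisher's exact test, adjusted p = 0.016). The genes named from these overlaps were chosen after their values were seen. Of them cpt1ab, cpt1b, crata and nfil3-6 are in the heat map of Figure 7B, whose genes the paper chose from these arrays. The odds ratios of the carnitine and clock groups are therefore not fully independent tests.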

We identified 502 genes that were downregulated by 40 Gy irradiation in HBx,src transgenic fish with DIO (DIO + R/DIO) and upregulated by Oligo-Fucoidan pretreatment before radiation in both batches (DIO + OF + R/R) at least two-fold with a *p*-value less than 0.05, and these genes are involved in oxidoreductase activity (Figure 7A–C).

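Of 128 genes of the endoplasmic reticulum and secretory pathway, 74 fell and 0 rose with Oligo-Fucoidan in HBx,src,p53 fish (106 and 1 when adjusted over the list alone). Some of the 128, such as hspa5 and pdia6, are in the heat map of Figure 7E and so were chosen from these arrays. gorasp2, which stacks the Golgi cisternae, fell by 2.19 log2 units (standard error 0.22, adjusted p = 5.6e-05), and sec22ba, a SNARE protein of transport between the endoplasmic reticulum and the Golgi, fell by 2.2 (standard error 0.23, adjusted p = 0.00010). spcs1, a subunit of the signal peptidase, fell by 1.53 (standard error 0.18, adjusted p = 0.00020). ostc, a subunit of the oligosaccharyltransferase of the endoplasmic reticulum, fell by 1.10 in HBx,src,p53 fish (standard error 0.19, adjusted p = 0.0044) and rose by 1.46 in HBx,src fish (standard error 0.20, adjusted p = 0.0019). The median of the group was -1.33 in HBx,src,p53 fish (camera adjusted p = 1.5e-45, and adjusted p = 0.18 with an estimated correlation), and -1.18 with 32 genes lower without both arrays with low vitellogenin, chosen after the values were seen. In HBx,src fish 5 genes rose and 0 fell (10 and 0 when adjusted over the list alone), with a median of 0.22 (adjusted p = 0.014, and adjusted p = 0.80 with an estimated correlation). That median was -0.090 (adjusted p = 0.14), 0.47 (adjusted p = 7.9e-08) and 0.37 (adjusted p = 0.00088) without replicates 1, 2 and 3 of the R arrays, and 0.090 (adjusted p = 0.69) without replicate 3 of the OF + R arrays. With quantile normalization over all arrays it was 0.030 (adjusted p = 0.62). The effect on the group differed between the genotypes by 1.6 (HBx,src minus HBx,src,p53, adjusted p = 6.4e-45), with an adjusted p of 0.12 with an estimated correlation. Of 25 genes of cholesterol synthesis, 10 fell in HBx,src,p53 fish (19 when adjusted over the list alone), with a median of -2.34 (adjusted p = 1.0e-12, and adjusted p = 0.43 with an estimated correlation), and mvk, the mevalonate kinase, fell by 3.67 (standard error 0.26, adjusted p = 7.0e-07). psat1, an enzyme of serine synthesis, fell by 5.46 (standard error 0.24, adjusted p = 1.6e-09). Of 46 proteasome genes, 14 fell and 0 rose (27 and 2 when adjusted over the list alone), with a median of -0.65 (adjusted p = 6.9e-11, and adjusted p = 0.46 with an estimated correlation). Their median had the opposite sign in WT 40 Gy, at 0.49, and 0.16 (camera adjusted p = 0.21) after quantile normalization over all arrays. Without both low-vitellogenin arrays the cholesterol group had a median of -1.77 with 3 genes fallen and the proteasome group -0.76 with 10 fallen, again chosen after the values were seen. In the same arrays the 34 exocrine pancreas genes had a median of -0.60 (adjusted p = 0.049, and adjusted p = 0.81 with an estimated correlation), and 0.027 (adjusted p = 0.48) without replicate 3 and -0.99 (adjusted p = 0.00051) without replicate 1 of the R arrays. It was -0.64 (adjusted p = 0.074), -0.26 (adjusted p = 0.48) and -0.56 (adjusted p = 0.088) without replicates 1, 4 and 5 of the OF + R arrays.

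**Figure D3:**
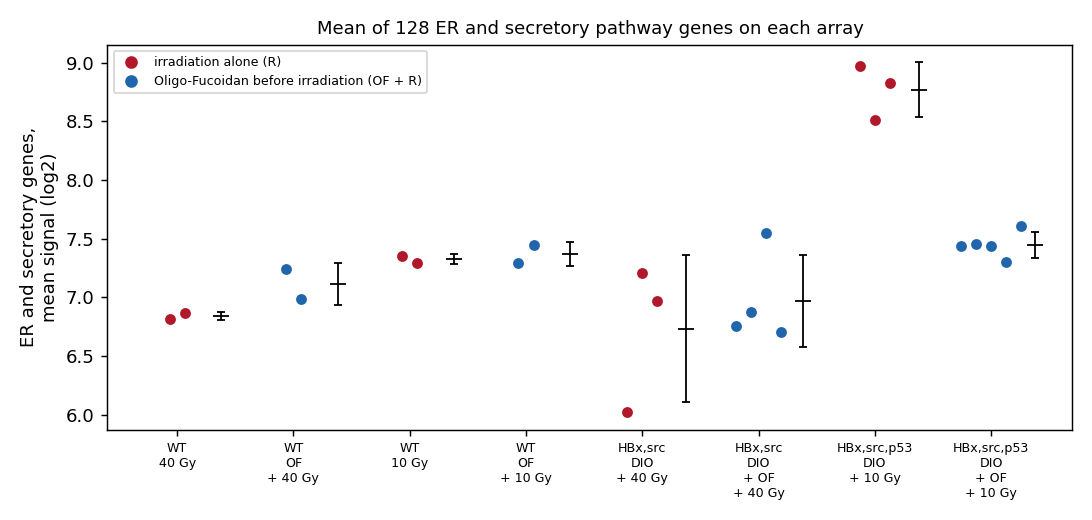
Mean log2 signal of the 128 genes of the endoplasmic reticulum and secretory pathway in each array (points) of the 8 groups, with the mean and SD in black, R in red and OF + R in blue. In HBx,src,p53 fish the R arrays lie at 8.51 to 8.97 and the OF + R arrays at 7.30 to 7.61.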

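The group of 25 genes of non-homologous end-joining, which rejoins broken DNA, had a median log2 fold change of -0.011 in HBx,src fish (camera adjusted p = 0.60) and 0.053 in HBx,src,p53 fish (adjusted p = 0.46), and 0 of them were called in either (0 when adjusted over the list alone, 2 and 3 at an unadjusted p under 0.05). In both transgenic batches, tomm6, a subunit of the mitochondrial import pore, fell by 1.32 in HBx,src fish (standard error 0.22, adjusted p = 0.0056) and fell by 1.34 in HBx,src,p53 fish (standard error 0.21, adjusted p = 0.0018). tenm4, which encodes a teneurin, fell by 2.79 in HBx,src fish (standard error 0.35, adjusted p = 0.0012). At the study's thresholds 93 probe sets were lower in both transgenic batches, where independent lists would share 17.7, and 7 were lower in both at an adjusted p under 0.05 (4.50 expected). Without replicate 1 of the R arrays of HBx,src fish they numbered 144, and without its replicate 2 they numbered 44. Of the 12 genes among them, 2 belonged to the endoplasmic reticulum and secretory pathway, pcyt1ab and pdia6 (odds ratio 32.9, Fisher's exact test, adjusted p = 0.047), and 0 to non-homologous end-joining. Both are in the heat map of Figure 7E, whose genes the paper chose from these arrays as lower. The group holds more genes of that heat map, so this odds ratio is no independent test of the group. pcyt1ab, a key enzyme of phosphatidylcholine synthesis, had log2 fold changes of -1.22 (standard error 0.48, adjusted p = 0.28) and -1.46 (standard error 0.46, adjusted p = 0.096). pdia6, a disulfide isomerase, had -1.07 (standard error 0.46, adjusted p = 0.35) and -1.98 (standard error 0.44, adjusted p = 0.019), and -1.52 (adjusted p = 0.13) in HBx,src,p53 fish without replicate 1 of the R arrays. Without replicate 2 or replicate 3 of the R arrays, or replicate 1 of the OF + R arrays, of HBx,src fish the odds ratio was 0. The paper states that Oligo-Fucoidan lowered genes of an endoplasmic reticulum membrane network and of non-homologous end-joining in HCC transgenic fish (Figure 7D-F). Its lists also used R against non-irradiated fish, which is not analysed here.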

We also identified 234 genes that were upregulated by 40 Gy irradiation in HBx,src transgenic fish with DIO (DIO + R/DIO) and upregulated by Oligo-Fucoidan pretreatment before radiation in both batches (DIO + OF + R/R) at least two-fold with a *p*-value less than 0.05, and those genes involved Oligo-Fucoidan also decreased the expression of genes involved in nuclear outer membrane-endoplasmic reticulum membrane network and non-homologous end-joining (NHEJ) in HCC transgenic fish (Figure 7D–F). Rescue of those genes can prevent liver cancer formation.

### 2.6. Enhancement of Hnf4a, Asgpr, and Hnf4a Downstream Target Genes by Oligo-Fucoidan Pretreatment in X-Irradiated WT and HBx, Src, p53−/+ Transgenic Zebrafish 

In order to explore fucoidan-mediated gene expression in hepatocytes, the whole-genome expression profiles of four groups of fish (wild-type (WT), WT with irradiation, HCC, and HCC with irradiation) treated with Oligo-Fucoidan were analyzed by GeneTitan array, and 23 candidate genes displaying statistically significant differential expression were filtered out (Figure 8A). 

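In the irradiated WT and HCC transgenic fish, 2 annotated genes were higher with Oligo-Fucoidan at an adjusted p under 0.05 in all 4 comparisons, tapt1b and dpy19l1l, named after their values were seen. tapt1b, which encodes a transmembrane protein of the primary cilium, had log2 fold changes of 1.27 (WT 40 Gy), 1.23 (HBx,src), 1.16 (WT 10 Gy) and 1.15 (HBx,src,p53), with adjusted p of 0.037, 0.016, 0.038 and 0.010. dpy19l1l, related to C-mannosyltransferases, had 1.52, 1.87, 1.28 and 1.25, with adjusted p of 0.021, 0.0016, 0.030 and 0.0084. In the WT comparisons these calls were lost without single arrays. For dpy19l1l the adjusted p rose to 0.14 without replicate 1 of WT 40 Gy, 0.24 without replicate 2 of WT OF + 40 Gy, 0.30 without replicate 2 of WT 10 Gy and 0.32 without replicate 2 of WT OF + 10 Gy. For tapt1b it was 0.22 without replicate 1 of WT 40 Gy, 0.10 and 0.21 without replicates 1 and 2 of WT OF + 40 Gy, 0.19 and 0.11 without replicates 1 and 2 of WT 10 Gy, and 0.088 and 0.23 without replicates 1 and 2 of WT OF + 10 Gy. It was 0.076 without replicate 2 of the R arrays of HBx,src fish and 0.070 without replicate 1 of those of HBx,src,p53 fish. At the study's thresholds, 19 probe sets were higher in all 4 comparisons (0.154 expected of independent lists) and 0 were lower by limma at either threshold (20 were lower in at least 3, and 13 were lower in all 4 by the fold change alone). The 19 covered 11 annotated genes, which besides tapt1b and dpy19l1l were hnf4a, c1qtnf13, uck1, lmbr1, cd81a, mgll, zgc:103601, LOC797311 and LOC100330530. Within a batch, WT and transgenic fish shared 653 higher probe sets in the first (107 expected) and 487 in the second (108 expected). Across probe sets, which are not independent replicates, the correlation of the log2 fold changes was 0.30 between WT and HBx,src fish in the first batch, 0.26 between WT and HBx,src,p53 fish in the second, 0.20 between the transgenic pair and 0.07 between the WT pair. The arrays of fish without irradiation are not analysed here.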

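In the transgenic fish, hnf4a rose with Oligo-Fucoidan by 1.24 log2 units in HBx,src fish (standard error 0.25, adjusted p = 0.018), from 7.57 ± 0.42 (SD, n = 3 arrays) to 8.81 ± 0.26 (n = 4). It rose in HBx,src,p53 fish by 1.2 (standard error 0.24, adjusted p = 0.0099), from 8.44 ± 0.32 (n = 3) to 9.64 ± 0.30 (n = 5). Its other probe sets had 0.92 (adjusted p = 0.056) and 1.33 (adjusted p = 0.033) in HBx,src fish. In HBx,src,p53 fish they had 1.10 (adjusted p = 0.010) and 1.01 (adjusted p = 0.059). Of 39 HNF4A target genes, 11 rose and 1 fell in HBx,src,p53 fish (26 and 2 when adjusted over the list alone), among them apof, which encodes an apolipoprotein, by 5.15 (standard error 0.89, adjusted p = 0.0040) and the coagulation factor gene f7 by 1.4 (standard error 0.25, adjusted p = 0.0052). In HBx,src fish 2 of the targets rose and 0 fell (8 and 0 when adjusted over the list alone). The median of the targets was 0.63 in HBx,src,p53 fish (camera adjusted p = 7.9e-11, and adjusted p = 0.19 with an estimated correlation) and 0.16 in HBx,src fish (adjusted p = 0.015, and adjusted p = 0.70 with an estimated correlation). The HBx,src value was 0.31 (adjusted p = 0.0034) without replicate 1 and 0.17 (adjusted p = 0.083) without replicate 3 of the R arrays, 0.24 (adjusted p = 0.012) and 0.13 (adjusted p = 0.050) without replicates 3 and 4 of the OF + R arrays, and 0.10 (adjusted p = 0.086) after quantile normalization over all arrays. Of 35 hepatocyte markers, 11 of which are also among the targets, 14 rose and 0 fell in HBx,src,p53 fish (27 and 0 when adjusted over the list alone), with a median of 0.62 (adjusted p = 3.9e-16, and adjusted p = 0.18 with an estimated correlation). Without both OF + R arrays with low vitellogenin, chosen after the values were seen, 5 targets rose and 0 fell (median 0.50, adjusted p = 1.8e-09), and 4 hepatocyte markers rose and 0 fell (median 0.50, adjusted p = 3.7e-13). Of the 24 markers that are not targets, 11 rose and 0 fell with all arrays (median 0.63). One of the markers was ahsg2, which encodes a secreted plasma glycoprotein of the liver, with 2.65 (standard error 0.41, adjusted p = 0.0019). In the HBx,src,p53 arrays the adipose tissue genes had a median of 0.32, and 0.16 without replicate 3 of the R arrays. The exocrine pancreas genes had -0.60, and 0.027 without that array. For HBx,src fish the 24 markers that are not targets had a median of 0.16, with 2 risen and 0 fallen. Cytochrome P450 genes, which stand beside HNF4A in the network of Figure 8B, had a median of 0.20 in HBx,src fish (adjusted p = 0.21) and 0.25 in HBx,src,p53 fish (adjusted p = 0.019, and adjusted p = 0.67 with an estimated correlation), with 1 and 3 of 85 genes risen (1 and 3 when adjusted over the list alone). The HBx,src,p53 call was lost without replicate 3 of the R arrays (0.25, adjusted p = 0.081), and quantile normalization over all arrays gave 0.15 (adjusted p = 0.0089). The hnf4a call was lost in HBx,src fish without replicate 2 of the R arrays (log2 fold change 1.01, adjusted p = 0.093) or replicate 1 of the OF + R arrays (1.12, adjusted p = 0.054), and with quantile normalization over all arrays (1.00, adjusted p = 0.055). This call was lost in HBx,src,p53 fish without replicate 1 of the R arrays (1.03, adjusted p = 0.069) or both low-vitellogenin arrays (0.99, adjusted p = 0.074).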

HNF4A was determined to be a driver gene after analysis by NetworkAnalyst 3.0 (Figure 8B).

Since we identified *hnf4a* is the driver gene of Oligo-Fucoidan upregulated genes from WT and HCC irradiation, we verified more fish with qPCR. Although irradiation decreased or unchanged *hnf4a* expression (Figure S3A), Oligo-Fucoidan pretreatment before irradiation in WT fish increased the *hnf4a* expression significantly (Figure 9A). We also verified the expression of dimethylarginine dimethylaminohydrolase 1 (*ddah1*) *and* 11Beta-hydroxysteroid dehydrogenase type 1 (*11b-hsd1*) under the radiation (Figure S3A). *ddah1* increases nitric oxide (NO) synthase activity by degradation of the Nitrous Oxide Systems (NOS) inhibitor (ADMA), it has been reported to have a protective effect against high-fat-diet-induced fatty liver [60]. *11b-HSD1* catalyzes the regeneration of active cortisol from inert cortisone and was also upregulated by Oligo-Fucoidan before irradiation (Figure 9A). Those genes induced by fucoidan were considered to be associated with radioprotection effects, because NO and active cortisol have anti-inflammation, antitumor, and fibrosis-prevention activity.

Oligo-Fucoidan might bind to C-type lectin-like receptor 2 (CLEC-2) [61], and asialoglycoprotein receptor (ASGPR) is hepatocyte-specific CLEC-2. To verify whether Oligo-Fucoidan can affect the expression of ASGPR orthologues-zhi (asgpr1) and hnf4a downstream target gene-tdo2a, qPCR analysis was applied to those irradiation WT fish with or without Oligo-Fucoidan pretreatment. We found that Oligo-Fucoidan pretreatment induced ASGPR orthologues-*zhi* (*asgpr1*), and *tdo2a* expressions after 10 Gy X-irradiation (Figure 9B). The *zhi (asgpr1)* and *tdo2a* expressed with positive correlations (Figure 9C). Highly consistent data were also obtained in the *HBx*, *src*, *p53-/+*fish with DIO and Oligo-Fucoidan pretreatment (Figure 9D–F). Our preliminary data has demonstrated that Oligo-Fucoidan binds to ASGPR1/2 via in-vitro and in-vivo competition assay and increases the expression of *HNF4A* through the JAK2/STAT3 axis in hepatocyte.

## 3. Discussion

Fucoidan has been demonstrated to have several benefits, including anti-inflammatory and tumor retardation effects [62,63,64]. The Oligo-Fucoidan used in this study has a low molecular weight (500~1500 Da.), which showed greater functional effects and bioactivity compared to high molecular weight fucoidan [65]. In this study, we provided evidence that irradiation with either 40 Gy or 10 Gy promoted fibrosis in WT fish. We also used HCC zebrafish model irradiated with 40 Gy or 10 Gy and found higher irradiated dose caused cell proliferation and 10 Gy lower the expression of proliferation markers. Nevertheless, we successfully demonstrated the radioprotective effect of Oligo-Fucoidan on fibrosis, lipid accumulation, and cell cycle/proliferation by RT in zebrafish models.

In mice, oral gavage with Oligo-Fucoidan for 14 days can attenuate RT-induced pneumonitis and fibrosis in lung tissue specimens; the radiation dosage was 10 Gy/shot [66]. Fucoidan exhibits radioprotection effect against gamma-radiation-induced damage of blood cells [22]. In this study, we found the dosage of radiation at 40 Gy/shot or 10 Gy/shot was sub-lethal in zebrafish assessed by fish mortality, this result is similar to the previous study using adult zebrafish [41]. However, we revealed 40 Gy of irradiation not only cannot reduce cancer formation but also induced severe fibrosis and HCC formation. We observed that RT induced higher incidences of cancers, which was reported previously [53,67,68,69]. Reduced radiation dosage to 10 Gy/shot, which is similar to human patient received accumulatively in clinical treatment, revealed minor reduction of HCC in transgenic fish, but still induced fibrosis. HCC developed in DIO HBx, src transgenic fish with 40 Gy irradiation can be prevented by oligo-fucoidan, which indicates the anti-tumor effect of fucoidan. 

A number of radio-protectants have been reported, amifostine ameliorated radiation-induced mutagenesis but is limited by its inherent systemic toxicity [70], nicaraven had very limited effects on tumor growth [71], and although tangeretin reduces irradiation-induced lung metastasis, it provokes food-drug interactions via causing CYP3A4 induction [72]. In this study, we used Oligo-Fucoidan extracted from brown seaweed by enzymatic hydrolysis to lower molecules at the average molecular weight of 800 Da, which has been demonstrated no toxicological up to 2000 mg/kg BW/day and is a safe food supplement [73]. The current study is, if any, the first article to demonstrate an effective agent in preventing radiation-induced secondary cancers. For radiation oncologists and their patients, this may be promising liver cancer or treatment of secondary malignancies. Further clinical trials will be valuable.

The structure and molecular weight of fucoidan as well as the methods to generate the low molecular weight fucoidan affect the bioactivity greatly. Low molecular weight fucoidan had significantly higher capacity [74], but acidic hydrolysis is difficult to obtain the proper size due to the cleavage properties [75]. Fucoidans are sulfated l-fucose (6-deoxy-l-galactose) polysaccharide in general, but their structures vary dramatically according to species, season, location, and maturity [76]. The Oligo-Fucoidan was extracted from *Laminaria japonica*, and enzymatic cleavage to an average molecular weight in a range between 500 and 1500 Da. The structural and chemical property of fucoidan from *Laminaria japonica* has been reported and the low molecular weight was more potent than the medium molecular weight ones [77].

Fucoidan exhibits numerous bioactivities including anti-inflammation, antioxidant, anti-coagulant, and anti-cancer through many different signaling pathways [78]. Mechanically, Oligo-Fucoidan has been reported to suppress activation of MAPK/PI3K pathway on triple-negative breast cancer (TNBC) [79], and inhibitions of MAPK/PI3K is related to increase of apoptosis genes in cancer cells. Fucoidan exhibits anticancer effect via increased Bax/Bcl-2 expression ratio in cancer cells [80]. However, we found fucoidan decreased radiation-induced increments of Bad, bax, and other apoptosis genes’ expression. Therefore, the function of fucoidan in irradiated cells versus cancer cells seems to be opposite, while Fucoidan exhibits cytoprotection effect, it also inhibits cancer cells. Oligo-Fucoidan also inhibits migration of TNBC cells in zebrafish xenotransplantation model [79]. In our other projects, the preliminary results showed that Oligo-Fucoidan promotes the cell viability of normal liver cells while inhibits the cell growth for multiple hepatoma cells.

The inhibition of collagen I accumulation of Oligo-Fucoidan’s radioprotection was mediated through TGF-beta1/Smad pathway [81]. Using whole genomic microarray to screen the genes are down- or upregulated by irradiation and reversed by Oligo-Fucoidan pretreatment before irradiation is highly related to the clinical setting, and we identified genes are involved in radiation and reduced by Oligo-Fucoidan pretreatment proving the efficacy of Oligo-Fucoidan on radioprotection. In this study, we identified 626 candidate genes enriched in oxidoreductase activity were downregulated by irradiation in WT and reverted by Oligo-Fucoidan pretreatment before irradiation. We identified 502 genes enriched in oxidoreductase activity were downregulated by 40 Gy irradiation in HBx, src transgenic fish and reverted by Oligo-Fucoidan pretreatment before irradiation. The genes involved in oxidoreductase activity were upregulated by Oligo-Fucoidan pretreatment in both WT and HCC transgenic fish, which reveal their importance. It was reported that the expression of xanthine dehydrogenase (XDH) was decreased by radiation in liver of mice [82]. Reactive oxygen species (ROS) produced during irradiation to kill tumor cells, and these cells were also involved in the development of radiation-induced normal tissue damage (RINTD). Oxidative stress induced by irradiation [83] caused liver inflammation, fibrosis, and apoptosis [84]. Gene expression profiling revealed radiation changes metabolic pathways responsible for adaptation and maintenance of homeostasis in mice [85]. Our genomic profile studies reveal future, potential genes of interest for radioprotection.

Our transcriptomic analysis data also demonstrated that genes involved in nuclear outer membrane-endoplasmic reticulum membrane network and non-homologous end-joining (NHEJ) were upregulated by 40 Gy irradiation in HBx, src transgenic fish with DIO and downregulated by Oligo-Fucoidan pretreatment. Radiation-induced perturbation organization of different cell organelle membranes is highly related to acute radiation injury [86]. Ionizing radiation also induced DNA double-strand breaks (DSBs) [87], which can lead to cancers. The genes related to NHEJ were revealed by microarray as radiation-responsive biomarkers [88]. In our study, we found Oligo-Fucoidan treatment before irradiation in HCC transgenic fish can decrease the expression of genes involved in nuclear outer membrane-endoplasmic reticulum membrane network and NHEJ provide hints for the radioprotection effect of Oligo-Fucoidan in HCC. 

From all the differentially expressed genes analyzed by NetworkAnalyst, hnf4a was the hub for most of the differentially expressed genes. Therefore, hnf4a was determined to be a driver gene. Fucoidan was reported to act through many different signaling pathways [78], but the central target gene and its receptor were unknown. In our other project, we demonstrated Oligo-Fucoidan binds to ASGPR1/2 receptor in normal hepatocyte or hepatoma cells through both in-vitro and in-vivo competition assay, and activate pSTAT3 and bind to the promoter of HNF4a-P1 isoform and increase the expression of Hnf4a (unpublished result). Hnf4a is an important transcription factor in mouse liver, and increased expression of Hnf4a can prevent hepatic failure [59]. We found that Oligo-Fucoidan treatment before irradiation significantly increased the expression of hnf4a in zebrafish model. We further found the expression of *ddah1* and *11b-hsd1* was upregulated by Oligo-Fucoidan treatment before irradiation. The *ddah1* can increase nitric oxide (NO) synthase activity by degradation of the NOS inhibitor, ADMA, and was reported to have protective effects against a high-fat, diet-induced fatty liver [60], and *11beta-HSD1* catalyzes the regeneration of active cortisol from inert cortisone. Our study demonstrated that Oligo-Fucoidan comprehensively modulates multiple pathways and protects hepatocyte against irradiation-induced fibrosis and hepatocarcinogenesis in zebrafish. Interestingly, this mechanism of action is different from that of many other small, molecular drugs, and fucoidan represents a promising avenue for future research and clinical treatment.

## 4. Materials and Methods 

### 4.1. Overall Design

Forty wild-type (WT) 5-month-old adult fish were divided into two groups treated with γ-irradiation (R), and one group was fed with Oligo-Fucoidan for one month followed by 40 Gy γ-irradiation exposure (OF + R). Two batches of WT fish were performed, the first was treated with 40 Gy and the second was treated with 10 Gy. Three-month-old female HBx, Src and HBx, Src, p53–/+transgenic zebrafish were diet-induced obesity (DIO) for two months by approximately 6.9 mg and 83 mg cysts/fish/day respectively, and then 5-month-old adult fish were divided into two groups treated with γ-irradiation (R) and one group of fish oral feeding with Oligo-Fucoidan for one month followed by γ-irradiation exposure (OF + R). The γ-irradiation exposure for HBx, Src and HBx, Src, p53^–/+^ were 40 Gy and 10 Gy, respectively. Oligo-Fucoidan (300 mg/kg) was administrated by oral gavage for one month starting at 4 months of age for one month. The fish were sacrificed and the hepatic tissue was immediately frozen in liquid nitrogen and stored at −80 °C for later RNA extraction and hybridization on Affymetrix microarrays.

### 4.2. Oligo-Fucoidan (OF)

The low molecular weight fucoidan was provided by Hi-Q Marine Biotech International Ltd. (Taipei City, Taiwan). It was extracted from brown seaweed with enzyme hydrolysis to an average molecular weight in a range between 500 and 1500 Da.

### 4.3. Zebrafish Maintenance and Transgenic Zebrafish Lines

The Danio rerio AB strain, HBx,src transgenic fish: Tg (fabp10a: HBV-HBx-mCherry, myl7: EGFP) xTg (fabp10a:src, myl7:EGFP), and HBx, src, p53−/+ transgenic fish: Tg (fabp10a:HBV-HBx-mCherry, myl7:EGFP, p53−/+) xTg (fabp10a: src, myl7: EGFP, p53−/+) were used in this study. Danio rerio AB strain was obtained from the Zebrafish International Resource Center (ZIRC, Eugene, OR, USA), and the other transgenic lines were bred in our laboratory. Husbandry was followed by standard operation protocol. All of the fish were maintained in the Zebrafish Core Facility at our Institute (National Health Research Institutes, Miaoli, Taiwan). All experiments were approved by the Institution Animal Care and Use Committee (IACUC) of the National Health Research Institutes (NHRI-IACUC-106118-A).

### 4.4. Oligo-Fucoidan and Radiation Irradiation in Adult Zebrafish

The wild-type fish were fed normal diet, the amount of Artemia fed was approximately 6.9 mg cysts/fish/day. Three-month-old female HBx, Src and HBx, Src, p53–/+transgenic zebrafish were diet-induced obesity (DIO) fed with 12× of Artemia approximately 83 mg cysts/fish/day for two months. Oligo-Fucoidan (300 mg/kg) was administrated by oral gavage thrice a week for one month starting at 4 months of age for one month. The dosage was determined based on previous study in rats that fucoidan from L. japonica at 300 mg/kg body weight per day has no adverse effect [42]. The average weight of adult fish was 0.17 g, 300 mg/kg = 0.3 mg/g, 0.3 mg/g × 0.17 g = 0.051 mg. So, we diluted 0.051 mg in 5 µL of water and injected slowly into the intestinal tract of anesthetized (with 150 mg/L MS-222) adult fish using flexible tubing as described previously [89]. Then, fish were irradiated by 6MV X-ray of 40 Gy or 10 Gy at the dose rate of 500 Gy/min followed by oral gavage with Oligo-Fucoidan thrice, with a one-week interval. The fish were sacrificed and the hepatic tissue was immediately frozen in liquid nitrogen and stored at −80 °C for later RNA extraction and hybridization on Affymetrix microarrays.

### 4.5. Tissue Collection

At the end of the experiment, the fish were sacrificed and the tissue was removed and divided into two sections: one for RNA isolation and the other for histopathological analysis. For the RNA isolation, the tissues were immediately frozen in liquid nitrogen and stored at −80 °C for RNA isolation later. For histopathological analysis, the tissues were fixed in a 10% formalin solution (Sigma-Aldrich Inc., St. Louis, MO, USA), embedded in paraffin, sectioned at a thickness of 5 µm, mounted on Poly-L-lysine-coated slides, and stained with hematoxylin and eosin (H&E).

### 4.6. Total RNA Isolation

Total RNA was isolated by NucleoSpin^®^ RNA kit (Macherey-Nagel, Dueren, Germany) following the manufacturer manual, and RNA samples were eluted in 40 µL RNase-free water. The RNA samples were stored at −80 °C. For GeneTitan array analysis, RNA quantity and purity were assessed using NanoDrop ND-1000. Pass criteria for absorbance ratios were established as A260/A280 > 1.8 and A260/A230 > 1.5 average to be acceptable. RNA integrity RIN# was determined by Agilent 2100 Bioanalyzer with RNA 6000 Nano Assay with passing criteria set at >7.

### 4.7. Reverse Transcription Reaction (RT)

Complementary DNA (cDNA) was synthesized as described previously [29] by using an iScript^™^ cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). The cDNA was stored at −20 °C for long-term preservation.

### 4.8. Quantitative Polymerase Chain Reaction (qPCR)

Real-time quantitative PCR was performed as described previously [29]. The specific primers used in the qPCR are listed in Table S1. All experiments were performed in triplicate, and the mean values were obtained. At least three independent samples were used for the qPCR, and the medians and standard errors were calculated and are presented as the median ± standard error.

### 4.9. Hematoxylin and Eosin Staining and PCNA Immunohistochemistry Staining

The H&E staining and PCNA IHC staining were performed as described previously [29].

### 4.10. GeneTitan™ Array for Gene Expression Profiling

ZebGene 1.1 ST Array Plates (Affymetrix, Santa Clara, CA, USA) were used for the whole genomic transcriptome analysis. Transcriptome Analysis Console (TAC) software was used to analyze differentially expressed genes from Oligo-Fucoidan-treated versus control, non-treated fish. Expression Analysis Settings: Gene-Level Fold Change <−2 or >2, Gene-Level *p*-value < 0.05, Anova Method: ebayes. The raw data of the microarray have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession code GSE148811. The gene ontology analysis was performed using gene ontology analysis via WEB-based GEne SeT AnaLysis Toolkit (WebGestalt [57], http://www.webgestalt.org/), pathway analyses were done by NetworkAnalyst 3.0 (http://www.networkanalyst.ca/), and activated pathways were selected and matched according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

### 4.11. Statistical Analysis

All data were analyzed using SPSS 17.0 (SPSS, Inc.). The statistical analysis was performed using two-tailed Student’s *t* tests. In all the statistical analyses, *p-*value < 0.05 were considered to be statistically significant and are presented as: *: 0.01 < *p* ≤ 0.05; **: 0.001 < *p* ≤ 0.01; and ***: *p* ≤ 0.001.

## 5. Conclusions

In conclusion, we proved Oligo-Fucoidan prevents radiation-induced fibrosis in zebrafish model. Oligo-fucoidan also prevents second malignancies induced by high dosage of radiation in zebrafish model. Using transcriptomic analysis, we found Oligo-Fucoidan pretreatment increased the expression of genes involved in oxidoreductase and decreased transferase and nuclear outer membrane-endoplasmic reticulum membrane network and non-homologous end-joining (NHEJ).

## Figures and Tables

**Figure 1:**
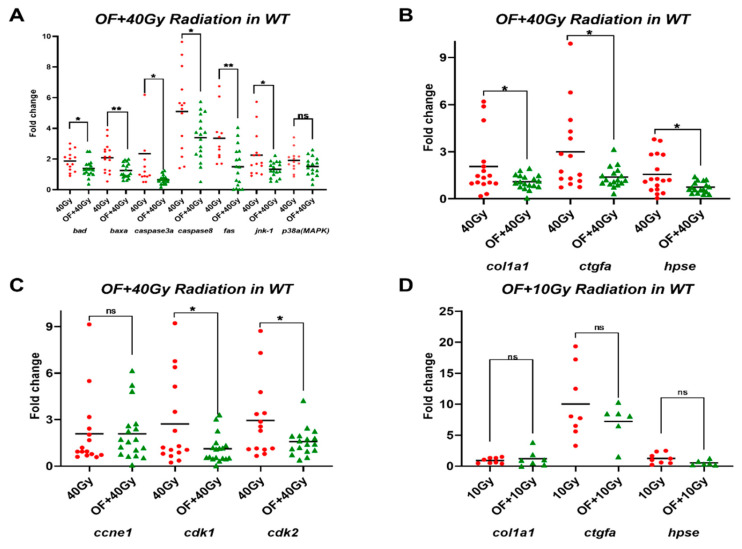
Expression levels of apoptosis, fibrosis, and cell proliferation-related genes in adult wild-type zebrafish treated with Oligo-Fucoidan and radiation. (**A**) The expression of B-cell lymphoma 2 (bcl2)-associated agonist of cell death (*bad*), bcl2-associated X protein a (*baxa*), apoptosis-related cysteine peptidase 3a (*caspase 3a*), apoptosis-related cysteine peptidase 8 (*caspase 8*), apoptosis antigen 1 (*fas*), c-Jun N-terminal kinase 1 (*jnk-1*), mitogen-activated protein kinase 8a (*p38(MAPK*)) in wild-type fish treated with 40 Gy irradiation (40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (OF + 40Gy). (**B**) The expression of collagen, type I, alpha 1a (*col1a1*), connective tissue growth factor a (*ctgfa*), heparanase (*hpse*) in wild-type fish treated with 40 Gy irradiation (40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (OF + 40 Gy). (**C**) The expression of cyclin E1 (*ccne1*), cyclin-dependent kinase 1 (*cdk1*), and cyclin-dependent kinase 2 (*cdk2*) in wild-type fish treated with 40 Gy irradiation (40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (OF + 40 Gy). (**D**) The expression of *col1a1*, *ctgfa,* and *hpse* in wild-type fish treated with 10 Gy irradiation (10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (OF + 10 Gy). The data are presented as dot plots with a horizontal line for the mean and are repeated in triplicate. The statistical significance was calculated using Student’s *t*-test (* p < 0.05, ** p < 0.01, ns: non-significant).

**Figure 2:**
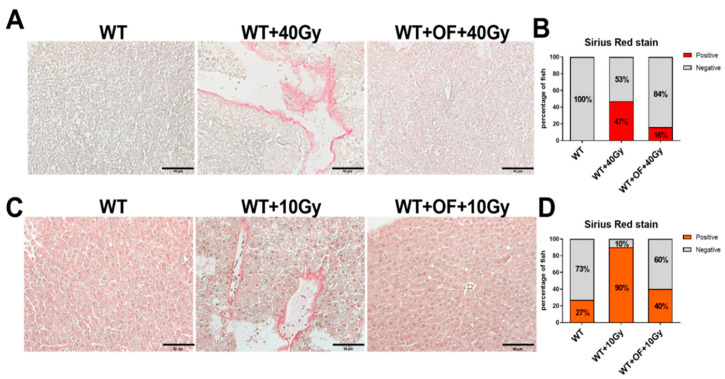
Sirius red staining in adult zebrafish treated with Oligo-Fucoidan and radiation. (**A**) The representative images of Sirius red staining of wild-type fish without irradiation (WT), with 40 Gy irradiation (WT + 40 Gy), or treatment of Oligo-Fucoidan before 40 Gy irradiation (WT + OF + 40 Gy). The images were taken at 400× magnification, and the scale shown is for 50 µm. (**B**) Statistical analysis from wild-type fish treated with 40 Gy irradiation. (**C**) The representative images of Sirius red staining of wild-type fish without irradiation (WT), with 10 Gy irradiation (WT + 10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (WT + OF + 10 Gy). The images were taken at 400× magnification, and the scale shown is for 50 µm. (**D**) Statistical analysis from wild-type fish treated with 10 Gy irradiation.

**Figure 3:**
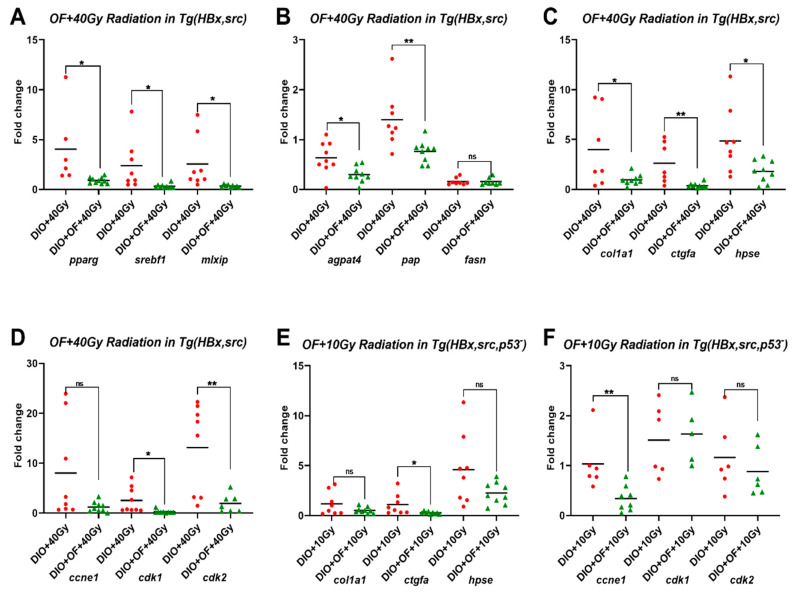
Expression levels of lipogenic factor and lipogenesis enzyme genes in adult zebrafish treated with Oligo-Fucoidan and radiation. (**A**) The expression of lipogenic factors (*pparg*, *srebp1*, and *mlxlp*) in HBx,src transgenic fish with diet-induced obesity plus 40 Gy irradiation (DIO + 40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (DIO + OF + 40 Gy). (**B**) The expression of lipogenesis enzyme 1-acylglycerol-3-phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase, delta) (*agpat4*, phospholipid phosphatase 1a (plpp1a)), transcript variant X1, mRNA (*pap*), and fatty acid synthase (*fasn*) in HBx,src transgenic fish with diet-induced obesity plus 40 Gy irradiation (DIO + 40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (DIO + OF + 40 Gy). (**C**). The expression of collagen, type I, alpha 1a (*col1a1*), connective tissue growth factor a (*ctgfa*), and heparanase (*hpse*) in HBx,src transgenic fish with diet-induced obesity plus 40 Gy irradiation (DIO + 40Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (DIO + OF + 40 Gy). (**D**). The expression of cyclin E1 (*ccne1*), cyclin-dependent kinase 1 (*cdk1*), and cyclin-dependent kinase 2 (*cdk2*) in HBx, src transgenic fish with diet-induced obesity plus 40 Gy irradiation (DIO + 40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (DIO + OF + 40 Gy). (**E**). The expression of *col1a1*, *ctgfa*, and *hpse* in HBx, src, p53-transgenic fish with diet-induced obesity plus 10 Gy irradiation (DIO + 10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (DIO + OF + 10 Gy). (**F**). The expression of *ccne1*, *cdk1,* and *cdk2* in HBx,src,p53-transgenic fish with diet-induced obesity plus 10 Gy irradiation (DIO + 10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (DIO + OF + 10 Gy). The data are presented as dot plots with a horizontal line for the mean and are repeated in triplicate. The statistical significance was calculated using Student’s *t*-test (* *p <* 0.05, ** *p <* 0.01, ns: non-significant).

**Figure 4:**
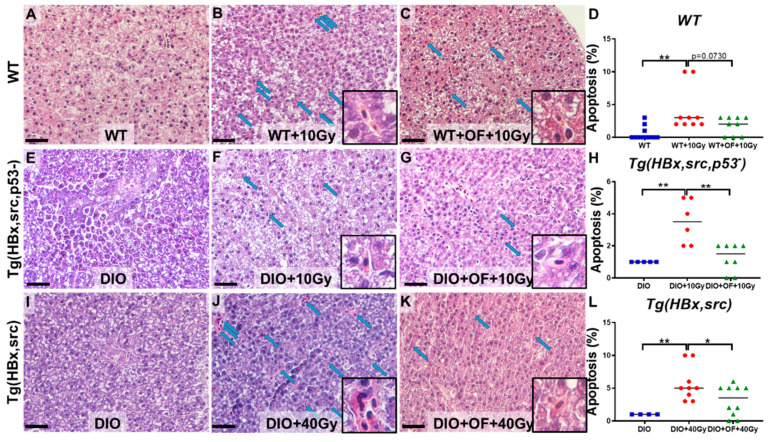
Representative images of hepatocyte apoptosis detected on hematoxylin and eosin (H&E) stain liver specimen from WT and transgenic fish with radiation without Oligo-Fucoidan or with Oligo-Fucoidan pretreatment. The images were taken at 400× magnification, and the scale shown is for 30 µm; the box area is enlarged to show the hepatocyte apoptosis, and the blue arrows pointed to the apoptotic hepatocytes. (**A–C**) The hepatocyte apoptosis in wild-type fish (WT) with 10 Gy irradiation (WT + 10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (WT + OF + 10 Gy). (**D**) Statistical analysis of hepatocyte apoptosis feature of WT fish. (**E–G**) The hepatocyte apoptosis in Tg (HBx, src, p53−) transgenic fish with diet-induced obesity (DIO) with 10 Gy irradiation (DIO + 10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (DIO + OF + 10 Gy). (**H**) Statistical analysis of hepatocyte apoptosis feature of Tg (HBx, src, p53−) fish. (**I–K**) The hepatocyte apoptosis in Tg (HBx, src) transgenic fish with diet-induced obesity (DIO) with 10 Gy irradiation (DIO + 40 Gy) or treatment of Oligo-Fucoidan before 40 Gy irradiation (DIO + OF + 40 Gy). (**L**) Statistical analysis of hepatocyte apoptosis feature of Tg (HBx, src) fish. The data are presented as dot plots with a horizontal line for the mean and are repeated in triplicate. The statistical significance was calculated using Student’s *t*-test (* *p <* 0.05, ** *p <* 0.01).

**Figure 5:**
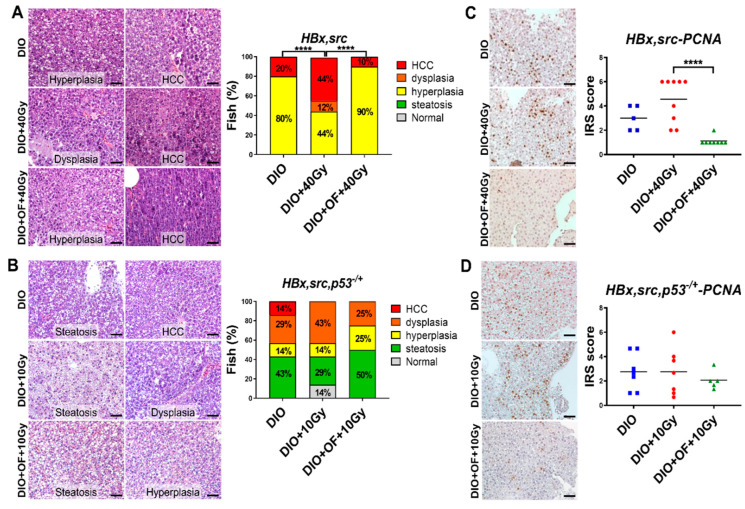
Histopathological analysis by H&E staining of hepatocytes in adult HBx, src transgenic zebrafish treated with Oligo-Fucoidan and radiation. (**A,B**) Representative images for H&E stain were shown. The images were taken at 400× magnification, and the scale shown is for 30 µm. (**A**) Statistical analysis of H&E staining of the liver sections from HBx, src transgenic fish diet-induced obesity (DIO) with 40 Gy irradiation (DIO + 40 Gy) and oral feeding Oligo-Fucoidan (DIO + OF + 40 Gy). (**B**) Statistical analysis of H&E staining of the liver sections from HBx,src,p53-transgenic fish diet-induced obesity (DIO) with 10 Gy irradiation (DIO + 10 Gy) and oral feeding Oligo-Fucoidan (DIO + OF + 10 Gy). The different colors denote the different pathological features as follows: gray: normal, green: steatosis, yellow: hyperplasia, orange: dysplasia, and red: hepatocellular carcinoma (HCC). N = 4–5 for the DIO group, and N = 9–10 for the other groups. (**C,D**) Representative images for proliferating cell nuclear antigen (PCNA) immunohistochemistry (IHC) stain were shown. The images were taken at 400× magnification, and the scale shown is for 30 µm. (**C**) Statistical analysis of PCNA immunohistochemistry staining of the liver sections from HBx,src transgenic fish diet-induced obesity (DIO) with 40 Gy irradiation (DIO + 40 Gy) and oral feeding Oligo-Fucoidan (DIO + OF + 40 Gy). (**D**) Statistical analysis of PCNA IHC staining of the liver sections from HBx,src,p53-transgenic fish diet-induced obesity (DIO) with 10 Gy irradiation (DIO + 10 Gy) and oral feeding Oligo-Fucoidan (DIO + OF + 10 Gy). The data are presented as dot plots with a horizontal line for the mean and are repeated in triplicate. The statistical significance was calculated using Student’s *t*-test (**** *p <* 0.0001).

**Figure 6:**
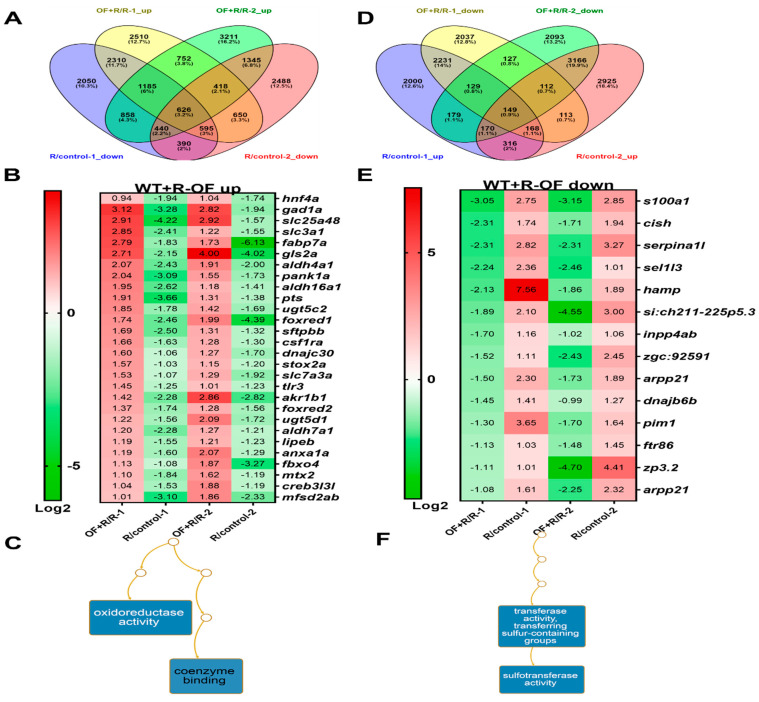
GeneTitan array analysis of the expression profile of wild-type zebrafish following different treatments. (**A**) Venn diagram of upregulation of genes in WT zebrafish irradiation and Oligo-Fucoidan pretreatment (OF + R) versus irradiation alone (R), overlapping with downregulated in irradiation (R) compare to no radiation (control). (**B**) The heatmap of genes that were upregulated in Oligo-Fucoidan pretreatment but downregulated by irradiation. First batch is 40 Gy (1), and second batch is 10 Gy (2). **(C)** Gene ontology analysis of Oligo-Fucoidan-induced genes in WT irradiation (**D**) Venn diagram of downregulation of genes in WT zebrafish irradiation and Oligo-Fucoidan pretreatment (OF + R) versus irradiation alone (R), overlapping with upregulated in irradiation (R) compared to no radiation (control). (**E**) The heatmap of genes that were downregulated in Oligo-Fucoidan pretreatment but upregulated by irradiation. First batch is 40 Gy (1), and second batch is 10 Gy (2). (**F**) Gene ontology analysis of Oligo-Fucoidan repressed genes in WT irradiation.

**Figure 7:**
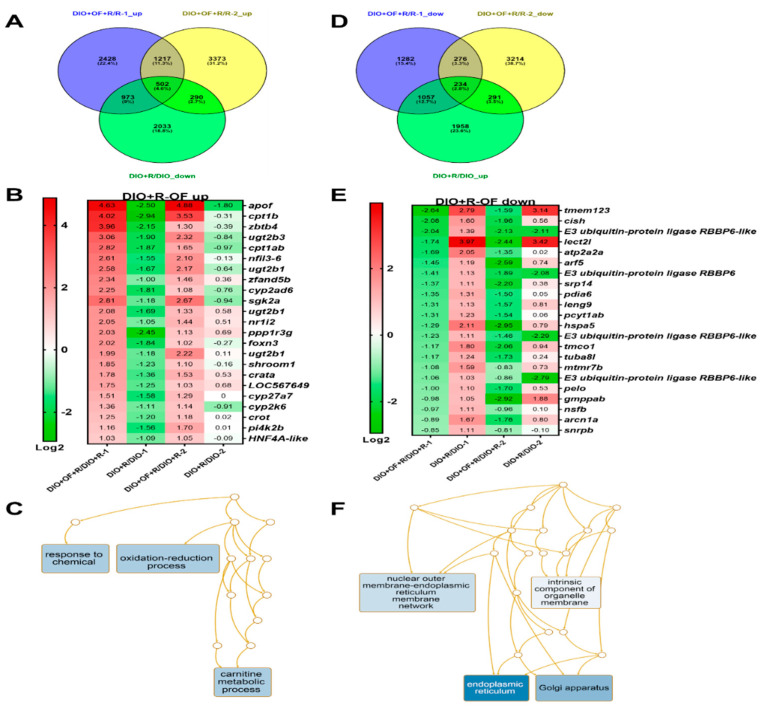
GeneTitan array analysis of the expression profile of HCC transgenic zebrafish following different treatments. (**A**) Venn diagram of upregulation of genes in HCC transgenic zebrafish diet-induced obesity with irradiation and Oligo-Fucoidan pretreatment (DIO + OF + R) compared to irradiation only (DIO + R), overlapping with downregulated in irradiation (DIO + R) compared to no radiation (DIO). (**B**) The heatmap of genes upregulated in Oligo-Fucoidan pretreatment but downregulated by irradiation. First batch is HBx, src transgenic fish with 40 Gy (1), and second batch is HBx, src, p53-transgenic fish with 10 Gy (2). (**C**) Gene ontology analysis of Oligo-Fucoidan induced genes in irradiated transgenic fish. (**D**) Venn diagram of downregulation of genes in HCC transgenic zebrafish diet-induced obesity with irradiation and Oligo-Fucoidan pretreatment (DIO + OF +R) compared to irradiation only (DIO + R), overlapping with downregulated in irradiation (DIO + R) compare to no radiation (DIO). (**E**) The heatmap of genes downregulated in Oligo-Fucoidan pretreatment but upregulated by irradiation. First batch is HBx, src transgenic fish with 40 Gy (1), and second batch is HBx, src, p53-transgenic fish with 10 Gy (2). (**F**) Gene ontology analysis of Oligo-Fucoidan repressed genes in irradiated transgenic fish.

**Figure 8:**
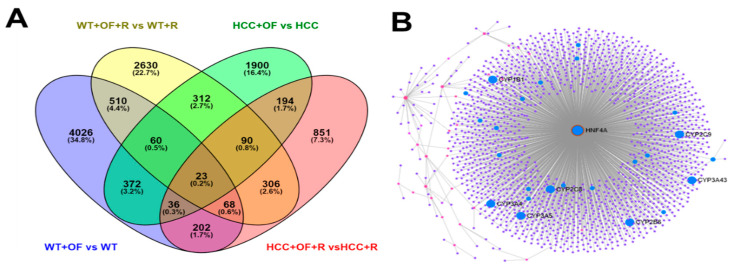
GeneTitan array analysis of expression profiles of wild-type and *HBx*, *src* transgenic zebrafish following different treatments. (**A**) Venn diagram of overlapping differentially expressed genes. (**B**) *HNF4A* is the driver gene according to NetworkAnalyst (https://www.networkanalyst.ca/).

**Figure 9:**
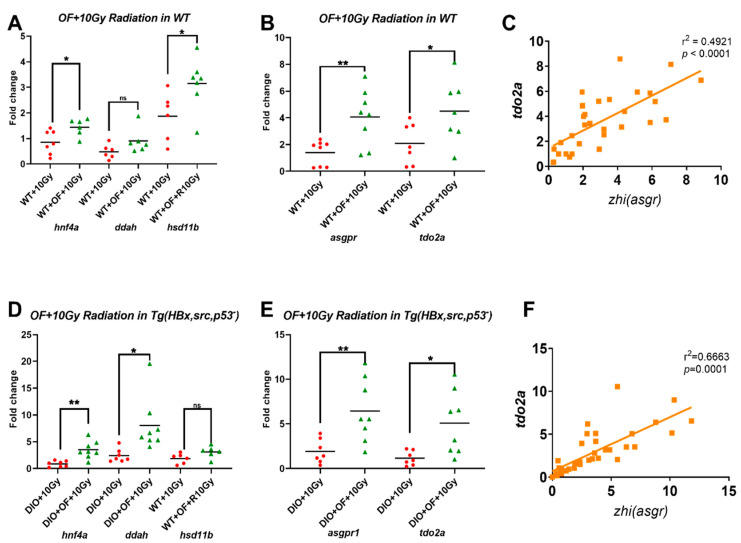
Upregulations of *hnf4a*, *ddah1*, *11b-hsd1*, *asgpr1*, and hnf4a downstream target genes: *tdo2a*, in zebrafish after irradiation. (**A**) Gene expression profiles of *hnf4a*, *ddah1*, *11b-hsd1* and (**B**) *zhi (asgpr1)*, *tdo2a* in WT zebrafish irradiation (WT + 10 Gy) and Oligo-Fucoidan pretreatment (WT + OF + R). (**C**) Positive correlations between *zhi* (*asgpr1*) and *tdo2a* were shown. (**D**) Gene expression profiles of *hnf4a*, *ddah1*, *11b-hsd1* and (**E**) *zhi (asgpr1), tdo2a* in HBx,src,p53-transgenic fish with diet-induced obesity plus 10 Gy irradiation (DIO + 10 Gy) or treatment of Oligo-Fucoidan before 10 Gy irradiation (DIO + OF + 10 Gy). (**F**) Positive correlations between *zhi (asgpr1*) *and tdo2a* were shown. Statistical significance was calculated by *t*-test (* p ≤ 0.05, ** p ≤ 0.01).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/6/1608/s1. Figure S1: Expression level of apoptosis, fibrosis and cell proliferation-related genes in adult wild-type zebrafish without or with radiation, Figure S2: Expression levels of lipogenic factor and lipogenesis enzyme genes in adult transgenic zebrafish without or with radiation, Figure S3: The expression of *hnf4a*, *ddah1*, *11b-hsd1, asgpr1*, and *hnf4a* downstream target genes: *tdo2a*, in zebrafish after irradiation, Table S1: Primer sequences.

How the deposited data were processed for this re-analysis (not part of the article)

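Liver RNA of zebrafish was measured on 23 ZebGene ST arrays, in 8 groups of 2 to 5 arrays. The first batch held WT and HBx,src fish with 40 Gy, and the second WT and HBx,src,p53 fish with 10 Gy, each with and without Oligo-Fucoidan (300 mg/kg) before irradiation. The transgenic fish had diet-induced obesity. The authors deposited 1 log2 signal per probe set and array, background-corrected and normalized with the Affymetrix Transcriptome Analysis Console, and those values were used as they are. The version of that software, its summarisation algorithm and its annotation build are not given in the sources used here. The array medians differ between the batches, so that normalization of each batch apart cannot be excluded. Arrays of the same group correlated at 0.898 to 0.965 over all probe sets, no arrays were identical (0 pairs), and none was left out.

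Of 75212 probe sets, 30268 carried 1 gene symbol, 1105 carried several and 43839 had no annotated gene in the tables used here. Control probe sets are not marked in those tables, so all probe sets were tested. The 20874 genes with a symbol of their own were represented by their brightest probe set over all arrays, and 6417 of them had several.

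Groups were compared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, by lmFit and eBayes. One model with the mean of each of the 8 groups was fitted to all arrays, which left 15 residual degrees of freedom. The contrasts were OF + R minus R in WT 40 Gy, HBx,src 40 Gy, WT 10 Gy and HBx,src,p53 10 Gy, and differences between these effects. P-values were adjusted by the Benjamini-Hochberg method over all probe sets, with a threshold of 0.05. The study's own thresholds, a fold change of at least 2 and an unadjusted p under 0.05, were used for the overlaps between batches, and the number of shared probe sets was set beside the number that independent lists of the same sizes would share. The 40 gene groups, of liver functions, stress and growth pathways and cell types, were tested on 1 probe set per gene with camera at its preset correlation of 0.01. Their p-values were adjusted over all groups in the 4 comparisons. Some groups hold genes of the paper's heat maps, which come from these arrays, so their tests are not fully independent of the data. Fry, an alternative to camera, sets a group against no change and not against the other genes. Gene groups among the shared genes were tested with Fisher's exact test against all annotated genes. Figures and tables were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

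The genes named were set by a rule. They are every gene that the paper names in its array results and heat maps or measures by qPCR (values in the heat maps had been seen), the 10 higher and 10 lower genes with the largest change in each comparison among those called and without overlap between the arrays, the same for genes called in both batches of WT or transgenic fish, and in each gene group up to 4 members with the smallest p. Of the named genes called, 11 of 93 in WT 40 Gy, 0 of 61 in HBx,src, 35 of 148 in WT 10 Gy and 3 of 140 in HBx,src,p53 fish lay below the median signal of every array of their dimmer group, and as detection calls are not used here, the sizes of these changes are uncertain. Where such a gene is named, the change against those medians is given as a least size. Genes named outside this rule are marked as chosen after their values were seen.

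The alternatives were a fit to the groups of each comparison alone, a replicate block pairing arrays of the same number with and without centring, centring each array on its median, quantile normalization over all arrays or within each batch, dropping the dimmest probe sets, a trended prior, array weights, leaving out each array in turn, other thresholds, genes in place of probe sets, and for the gene groups an estimated correlation, fry, the mean over a gene's probe sets, adjusted p in both batches and a background of brighter genes. Another 5 were added after the data were seen, namely leaving out both HBx,src,p53 arrays with low vitellogenin, Tukey biweight group averages, only annotated probe sets, an unadjusted p under 0.05 with no fold change, and the median signal of each array as a floor. The fit was tested on simulated data of the same layout, with the spread of each probe set taken as equal in all groups. Noise was drawn independently for each probe set, and changes were placed outside the dimmest probe sets. A log2 change of 2 was recovered for 54% of the simulated probe sets in WT 40 Gy, 72% in HBx,src 40 Gy, 44% in WT 10 Gy and 66% in HBx,src,p53 10 Gy, and a change of 1 for 8%, 16%, 4% and 32%. Unchanged probe sets made up 4.8% to 7.14% of the calls. Correlated genes, unequal spread between groups and shifts in scaling were not simulated, so these shares need not hold for the real arrays. Comparisons of irradiated with non-irradiated fish, the qPCR, histology and network results are not analysed here.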

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

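The tests of ovary, vitellogenin, pancreas, scaling and single arrays below were chosen only after the results were seen, and the other splits of the arrays were planned before.

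Among the groups of 4 or 5 arrays, 26 sets of values were searched for an array far from the others, and 2 held one, where chance gives about 1 in 20. The mean log2 signal of the end-joining genes was 3.42 in replicate 3 of HBx,src fish with OF + 40 Gy, and 3.24 in the nearest other array of the group. The mean of the carnitine and fatty acid oxidation genes was 8.21 in replicate 1 of HBx,src,p53 fish with OF + 10 Gy, and 8.12 in the nearest other.

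The effect of Oligo-Fucoidan differed between groups for many probe sets at an adjusted p under 0.05 for the difference itself. It differed for 2710 probe sets between WT 40 Gy and WT 10 Gy, for 647 between HBx,src and HBx,src,p53 fish, and for 1496 between the mean of the transgenic pair and the mean of the WT pair. Within a batch, transgenic and WT fish differed for 125 probe sets at 40 Gy and for 2683 at 10 Gy. The 1496 therefore need not hold at both doses, and ovary genes fell in WT 10 Gy. The count between HBx,src and HBx,src,p53 fish was 420 without replicate 1 of the R arrays of HBx,src fish, 408 without replicate 1 and 340 without replicate 3 of those of HBx,src,p53 fish. In the first 2 of these differences dose and batch change together, and between HBx,src and HBx,src,p53 fish genotype as well. In the difference between the transgenic and the WT pair, dose and batch are balanced, while genotype and diet-induced obesity change together. Sex may differ there as well, because the paper describes the transgenic fish as female and no sex is given for the WT fish. As gene groups, WT 40 Gy minus WT 10 Gy gave 3.03 for the cell cycle (adjusted p = 2.0e-28), 8.00 for the oestrogen response of female liver (adjusted p = 0.0032), 4.11 for ovary and oocyte genes (adjusted p = 2.5e-37) and -1.57 for erythrocyte genes (adjusted p = 8.3e-08). The 8.00 is approximate, because 5 of the 8 genes of this group that fell in WT 10 Gy lay within 2 log2 units of the highest signal of both R arrays. HBx,src minus HBx,src,p53 gave 3.09 for cholesterol synthesis (adjusted p = 3.6e-11) and 1.6 for the endoplasmic reticulum and secretory pathway (adjusted p = 6.4e-45). The transgenic pair minus the WT pair gave 1.28 for the cell cycle (adjusted p = 2.3e-25) and 1.95 for ovary and oocyte genes (adjusted p = 1.8e-32). With an estimated correlation, the adjusted p of these 8 differences ran from 0.074 to 0.81. Cell cycle and ovary genes had medians of -3.02 and -4.55 in WT 10 Gy, so the 1.28 and 1.95 include that fall.

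Several gene groups that the paper does not discuss moved by a median of at least 1 log2 unit and were called both by camera and by fry. In WT 10 Gy these were the UDP-glucuronosyltransferases (1.10), amino acid catabolism (1.10), the oestrogen response of female liver (-7.58), ovary and oocyte genes (-4.55) and erythrocytes (1.41), while the exocrine pancreas genes (-1.07) were called by camera (adjusted p = 0.0012) but not by fry (adjusted p = 0.21). In HBx,src,p53 fish it was cholesterol synthesis (-2.34).

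The joint fall of oocyte, cell cycle and vitellogenin genes in WT OF + 10 Gy was weighed in 2 tests. In WT 10 Gy the ovary list lay a median of 4.26 log2 units above its level in the irradiated HBx,src,p53 fish of the same batch (41 of 44 genes higher), although the oestrogen response of female liver differed by -0.13, so ovary tissue carried with the liver of the WT 10 Gy arrays is a candidate explanation for the oocyte genes. The cell cycle genes differed in the same way, by a median of 2.46 (44 of 58 higher and 1 lower), and the same explanation is a candidate for them. A fall of vitellogenin with Oligo-Fucoidan in every irradiated group is argued against only by 2 other genes of the oestrogen response, in 6 of 9 transgenic OF arrays. In WT 40 Gy vtg2 did not fall, with 2.42 and 2.81 in the R arrays and 6.36 and 4.64 with Oligo-Fucoidan. Those R values lie near the array medians, so vtg2 was low there without Oligo-Fucoidan. A fall could hardly show in WT 40 Gy, which therefore does not decide the question. In the transgenic arrays vtg2 itself decides little, because it lies near the highest signals of the arrays (13.5 to 13.9 where these are 14.0 to 14.2), apart from the 2 low arrays. Of the 8 genes of the oestrogen response that fell in WT OF + 10 Gy, fam20cl and vtg5, named after their values were seen, lie at least 2 log2 units under that ceiling in the transgenic R arrays, and their median was less than 1 log2 unit under the R mean, or above it, in 6 of 9 transgenic OF arrays. It was -1.1 in replicate 3 of HBx,src fish and -8.26 and -7.98 in the low arrays of HBx,src,p53 fish, against -8.03 and -8.65 in WT OF + 10 Gy, where both genes lay below the array medians, so that these sizes are uncertain. The paper describes its transgenic fish as female, and the sources used here give no sex for the WT fish. For vtg2 itself, which was 13.7 to 13.9 in WT 10 Gy and 3.18 to 3.96 in WT OF + 10 Gy, the sex of the fish on each array and an effect of Oligo-Fucoidan stay open as untested.

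The fall of the endoplasmic reticulum and secretory genes in HBx,src,p53 fish was weighed in 3 tests. It does not rest on the arrays with low vitellogenin, because without both the median was -1.18 (adjusted p = 2.1e-42, 32 genes lower). Exocrine pancreas carried with the liver of the R arrays is argued against, since 4 OF + R arrays had as much pancreas signal as an R array, yet their highest mean of the secretory genes was 7.61 against a lowest of 8.51 in the R arrays, a gap of 0.906 where the SD of the R arrays was 0.234. A difference in scaling between the arrays is argued against as the whole explanation, since quantile normalization over all arrays moved 3 of 19 other called groups, such as cytochrome P450 from 0.25 to 0.15, and left a median of -1.43 (adjusted p = 9.0e-53). The authors' summary of the probes, other differences between the arrays and an effect of Oligo-Fucoidan stay open, the last as an untested hypothesis.

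Other splits of the arrays into groups of the same sizes tested whether chance alone gives such counts. Of 35 splits of the HBx,src arrays, only the real 1 gave as many as its 1033 changed probe sets, and the highest other gave 16. Of 56 splits of the HBx,src,p53 arrays, only the real 1 gave as many as its 2476, and the highest other gave 187. The splits are few, and a mixed split puts the difference between OF + R and R into the spread within its groups, which lowers its count. They therefore do not exclude chance for either count.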

How the results depend on the processing

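Leaving out both low-vitellogenin arrays, the Tukey biweight averages, only annotated probe sets, an unadjusted p alone and the floor at each array's median were chosen after seeing the data. With that floor the median in WT 10 Gy was -3.92 for ovary and oocyte genes and -2.70 for the cell cycle. For 198 single gene results, 6182 of 6928 values under the alternatives kept their side of the threshold, 655 were no longer past it, 91 were newly past it and 0 were past it in the opposite direction or changed direction from a called value. Many of these values leave out an array of another comparison, and results never called count as kept. Of the genes named here that were called, 19 of 64 in HBx,src fish stayed called without each array of its groups in turn. In HBx,src,p53 fish 52 of 143 did. Such a count is not given for the WT comparisons, where leaving out 1 of 2 arrays leaves a lone array. Under median centring and both quantile normalizations, 43 of 96 stayed called in WT 40 Gy and 37 of 64 in HBx,src fish. In WT 10 Gy 130 of 152 did, and in HBx,src,p53 fish 127 of 143. For the 40 leading results, 1276 of 1470 were unchanged, and the others follow. Fewer tests, fewer arrays or another threshold change counts by construction; for the other changes the cause was not tested. The fall of the endoplasmic reticulum and secretory genes in HBx,src,p53 fish was called under every alternative run except an estimated correlation, and the sulfotransferases were called in no comparison under any. The fits to single comparisons and with a replicate block give no value for differences between effects. Leaving out 1 of 2 arrays leaves a lone array that is assumed to vary like the other groups.

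Fitted to the arrays of each comparison alone, limma called 0 probe sets in WT 40 Gy (7578 at an unadjusted p under 0.05), 93 in HBx,src 40 Gy, 1546 in WT 10 Gy and 1602 in HBx,src,p53 10 Gy. The oxidoreductases had 0.40 (adjusted p = 0.058) in WT 40 Gy and 0.16 (adjusted p = 0.023) in HBx,src,p53 fish, and the carnitine group 0.55 (adjusted p = 0.23) in WT 40 Gy. hnf4a had 1.39 (adjusted p = 0.42) in WT 40 Gy and 1.24 (adjusted p = 0.11) in HBx,src fish. The odds ratios of the sulfotransferases (WT lower) and of the endoplasmic reticulum genes (transgenic lower) were 0.

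With the replicate block, limma called 0 probe sets in WT 40 Gy, HBx,src 40 Gy and HBx,src,p53 10 Gy (8448, 8206 and 8299 at an unadjusted p under 0.05) and 728 in WT 10 Gy. The values do not settle whether the array numbers pair the arrays. Same-numbered arrays correlated at -0.04 to 0.15 after removal of the group means, which itself centres such values on 0. In HBx,src fish OF + R replicates 1, 2 and 3 each correlated most with the R array of their number (0.12, 0.048 and 0.13). Same-numbered arrays of WT 10 Gy (-0.014) and replicates 1 and 2 of HBx,src,p53 fish (-0.041 and -0.00076) did not. 101 probe sets were lower in both WT batches. The oxidoreductases had 0.17 (adjusted p = 0.017) in HBx,src and 0.16 (adjusted p = 0.035) in HBx,src,p53 fish. hnf4a had 1.39 (adjusted p = 0.38) in WT 40 Gy, 1.25 (adjusted p = 0.26) in HBx,src and 1.21 (adjusted p = 0.30) in HBx,src,p53 fish. The odds ratio was 0 for the sulfotransferases and 20.4 (exact p = 0.054) for the endoplasmic reticulum genes. With the replicate block and median centring together, the calls were 0, 0 and 0 (9392, 8363 and 8197 at an unadjusted p under 0.05) and 655, and 834 probe sets were higher and 69 lower in both WT batches. The oxidoreductases then had 0.24 (adjusted p = 0.029) in HBx,src and 0.18 (adjusted p = 0.046) in HBx,src,p53 fish, and the carnitine group 0.70 (adjusted p = 0.051) in WT 40 Gy. hnf4a had 1.54 (adjusted p = 0.31), 1.33 (adjusted p = 0.24) and 1.23 (adjusted p = 0.33), and the odds ratio of the sulfotransferases was 0.

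Median centring gave 0.55 (adjusted p = 0.064) for the oxidoreductases and 0.70 (adjusted p = 0.089) for the carnitine group in WT 40 Gy. The odds ratio was 2.08 (exact p = 0.090) for oxidoreductases among transgenic higher genes and 0 for the sulfotransferases.

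Quantile normalization over all arrays gave 248 higher and 89 lower probe sets in both WT batches and 245 higher in both transgenic batches. Within each batch it gave 237, 90 and 234, and 952 changed probe sets in WT 40 Gy. In WT 40 Gy, over all arrays and then within each batch, the oxidoreductases had 0.21 (adjusted p = 0.086) and 0.19 (adjusted p = 0.060), the carnitine group 0.43 (adjusted p = 0.15) and 0.35 (adjusted p = 0.12), and hnf4a 1.15 (adjusted p = 0.069) and 1.17 (adjusted p = 0.094). In HBx,src fish the endoplasmic reticulum genes had 0.030 (adjusted p = 0.62) and 0.030 (adjusted p = 0.64), and hnf4a 1.00 (adjusted p = 0.055) and 1.03 (adjusted p = 0.059). The odds ratios of the oxidoreductases were 1.25 (exact p = 0.68) and 1.29 (exact p = 0.67) among WT higher genes and 1.86 (exact p = 0.23) and 2.43 (exact p = 0.090) among transgenic higher genes, and those of the sulfotransferases 11.0 (exact p = 0.091) and 11.4 (exact p = 0.088).

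Without the dimmest probe sets, where signal over background is least, the oxidoreductases had 0.48 (adjusted p = 0.056) and the carnitine group 0.55 (adjusted p = 0.16) in WT 40 Gy, and the endoplasmic reticulum genes 0.23 (adjusted p = 0.081) in HBx,src fish. Array weights gave 636 changed probe sets in WT 40 Gy and 1.39 (adjusted p = 0.083) for hnf4a.

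An unadjusted p under 0.05 with no fold change gave 13525 (WT 40 Gy), 9107 (HBx,src), 12179 (WT 10 Gy) and 11719 (HBx,src,p53) changed probe sets, 1188 higher and 451 lower in both WT batches, and 1259 higher and 600 lower in both transgenic batches. At the study's thresholds, 5576 (WT 40 Gy), 2770 (HBx,src), 6875 (WT 10 Gy) and 4119 (HBx,src,p53) probe sets changed. A fold change of at least 2 with no p gave 8334, 3927, 9823 and 5187, a fold change of at least 1.5 with an unadjusted p under 0.05 gave 10499, 6283, 10819 and 8271, and genes in place of probe sets 1009, 488, 1918 and 1210. Shared higher and lower probe sets in both WT batches, then in both transgenic batches, numbered 65, 12, 97 and 7 with adjusted p, 1089, 221, 621 and 177 with the fold alone, 1089, 227, 982 and 290 with a fold of 1.5, 232, 16, 175 and 12 as genes, and 297, 21, 235 and 17 over annotated probe sets alone.

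With an estimated correlation the adjusted p was 0.76 and 0.75 for the oxidoreductases in WT 40 Gy (median 0.40) and WT 10 Gy (0.38), 0.80 and 0.18 for the endoplasmic reticulum genes in HBx,src (0.22) and HBx,src,p53 fish (-1.33), and 0.79, 0.76, 0.75 and 0.75 for the carnitine group in WT 40 Gy (0.55), HBx,src (0.33), WT 10 Gy (0.86) and HBx,src,p53 fish (0.53). By fry, set against no change, the adjusted p was 0.073 and 0.25 for the oxidoreductases in WT 40 Gy and WT 10 Gy and 0.36 for the endoplasmic reticulum genes in HBx,src fish. It was 0.25, 0.24, 0.19 and 0.23 for the carnitine group in the same order, and 0.0024 and 0.0020 for end-joining in WT 40 Gy (0.31) and WT 10 Gy (-0.18). The mean over a gene's probe sets gave 0.25 (adjusted p = 0.049) for end-joining in WT 40 Gy and 1.19 (adjusted p = 0.012) for hnf4a in WT 10 Gy.

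Among genes shared at an adjusted p, the odds ratio of the oxidoreductases was 1.71 (exact p = 0.45) in WT and 0 (exact p = 0.63) in transgenic fish, and 0 (exact p = 1) for the sulfotransferases and the endoplasmic reticulum genes. Against the brighter genes alone it was 1.97 (exact p = 0.10) for the transgenic oxidoreductases, and with Tukey biweight averages 1.45 (exact p = 0.36). Without both low-vitellogenin arrays, 1030 probe sets changed in HBx,src,p53 fish, hnf4a had 0.99 (adjusted p = 0.074) and the sulfotransferases an odds ratio of 19.4 (exact p = 0.054).

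Leaving out each array in turn gave 356 to 3699 changed probe sets in WT 40 Gy, 540 to 1270 in HBx,src, 1127 to 2719 in HBx,src,p53 fish, and 340 to 753 for the difference between these transgenic groups. Shared probe sets numbered 298 to 682 (WT higher), 37 to 105 (WT lower) and 44 to 144 (transgenic lower). The median of the oxidoreductases was 0.052 to 0.63 in WT 40 Gy, 0.072 to 0.20 in HBx,src fish and 0.11 to 0.19 in HBx,src,p53 fish. For the endoplasmic reticulum genes it was 0.24 to 0.38 in WT 40 Gy (adjusted p = 0.0038 without replicate 2 of WT OF + 40 Gy) and -0.090 to 0.47 in HBx,src fish. For the carnitine group in WT 40 Gy it was -0.24 (adjusted p = 0.0064, without replicate 2 of WT OF + 40 Gy) to 1.4. hnf4a was 1.00 to 1.77 in WT 40 Gy, 1.01 to 1.41 in HBx,src fish and 1.03 to 1.34 in HBx,src,p53 fish. Odds ratios ran from 0.51 to 4.29 (oxidoreductases, WT higher), 1.56 to 2.95 (oxidoreductases, transgenic higher), 0 to 33.0 (sulfotransferases) and 0 to 54.7 (endoplasmic reticulum genes).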

Differences from the paper's values

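The paper's values below come from figures and were read by eye. At the study's stated thresholds (fold change of at least 2, unadjusted p under 0.05), all counts were smaller than those in the Venn diagrams. Higher with OF + R than R, the paper shows about 9000 for WT 40 Gy in Fig. 6A, where 3965 probe sets passed, about 8800 for WT 10 Gy in Fig. 6A (3523), about 5100 for HBx,src fish in Fig. 7A (2039) and about 5400 for HBx,src,p53 fish in Fig. 7A (2298). Lower, it shows about 5100 for WT 40 Gy in Fig. 6D (1611), about 6100 for WT 10 Gy in Fig. 6D (3352), about 2800 for HBx,src fish in Fig. 7D (731) and about 4000 for HBx,src,p53 fish in Fig. 7D (1821). Of the alternatives set before the data were examined, a fold change of at least 1.5 with an unadjusted p under 0.05 brought 6218 and 4281 in WT 40 Gy, 4144 and 2139 in HBx,src fish, 4472 and 3799 in HBx,src,p53 fish and 5075 lower in WT 10 Gy within 1.5 times the paper's counts. A fold change of at least 2 with no p did so for WT 10 Gy lower (4214). None of those alternatives did so for WT 10 Gy higher, and all others of them, leaving out single arrays included, left the gap. An unadjusted p under 0.05 with no fold change, chosen after seeing the values, gave 6501 higher and 7024 lower in WT 40 Gy, 6298 and 5881 in WT 10 Gy, 4943 and 4164 in HBx,src fish and 5527 higher in HBx,src,p53 fish, all within 1.5 times the paper's counts, but 6192 lower in HBx,src,p53 fish, and it dropped 0 of the 34 heat-map genes that passed the study's thresholds in both batches.

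For probe sets shared by both batches in the same direction, the paper shows about 3000 higher and about 520 lower in WT fish (Fig. 6A,D), where 466 and 44 passed, and about 1700 higher and about 510 lower in transgenic fish (Fig. 7A,D), where 390 and 93 passed. No alternative set before the data were examined closed these gaps. The unadjusted p with no fold change, chosen after seeing the values, gave 451 lower in WT fish and 1259 higher and 600 lower in transgenic fish, within 1.5 times the paper's counts, and 1188 higher in WT fish, which is not, and dropped 0 of those heat-map genes.

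The heat map of Fig. 6B shows about 0.94 for hnf4a in WT 40 Gy, against 1.39 for its brightest probe set. Quantile normalization over all arrays (1.15) or within each batch (1.17), and leaving out replicate 1 of WT 40 Gy (1.00) or replicate 2 of WT OF + 40 Gy (1.3), brought the value within the error, and the other alternatives did not. Another hnf4a probe set had 0.94 in this comparison.

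For hspa5 in HBx,src fish, the heat map of Fig. 7E shows about -1.3, against 0.65. Among the alternatives set before the data were examined, leaving out replicate 1 of the R arrays (-0.59) brought hspa5 within the error, and the others did not. For apof in HBx,src fish, the heat map of Fig. 7B shows about 4.6, against 3.54. Array weights (3.94) and leaving out replicate 3 of the R arrays (4.66), or replicate 1 (3.84) or replicate 3 (3.79) of the OF + R arrays, brought apof within the error, and the others did not. Tukey biweight group averages, chosen after seeing the values, gave -1.29 for hspa5 and 4.63 for apof, with p-values from the fit to means. On the probe set of each gene nearest to the figure, group means lay within 0.1 of the values read by eye in both batches for 26 of 27 genes in Fig. 6B, 11 of 11 in Fig. 6E, 0 of 16 in Fig. 7B and 2 of 16 in Fig. 7E, and the biweight averages for 26, 11, 16 and 16. Of the heat-map genes that passed the study's thresholds in both batches on their brightest probe set, these averages dropped 0 of 18 in Fig. 6B, 0 of 4 in Fig. 6E, 0 of 10 in Fig. 7B and 0 of 2 in Fig. 7E.

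The paper states that genes of non-homologous end-joining and of the endoplasmic reticulum membrane network fell in HCC transgenic fish. Its lists used the study's thresholds and R against non-irradiated fish. The counts here are at an adjusted p under 0.05 for groups fixed beforehand. Of 25 end-joining genes, 0 were called in either transgenic comparison (medians -0.011 and 0.053). Of 128 genes of the endoplasmic reticulum and secretory pathway, 5 rose and 0 fell in HBx,src fish and 74 fell in HBx,src,p53 fish. The HBx,src median of 0.22 was -0.090 without replicate 1 of the R arrays. At the study's thresholds 2 of these 128, pcyt1ab and pdia6, were lower in both transgenic batches. Both are heat-map genes of Fig. 7E, so this overlap is no independent test of the group. Of the heat-map genes, 27 of 27 in Fig. 6B, 11 of 11 in Fig. 6E, 14 of 16 in Fig. 7B and 15 of 16 in Fig. 7E had the paper's direction in both batches on their brightest probe set. The exceptions were zfand5b (-0.018 and -0.030), cyp2k6 (1.2 and -2.2) and hspa5 (0.65 and -2.71) in HBx,src and HBx,src,p53 fish.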

Other observations

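Genes that the paper measured by qPCR had the following values on the arrays. ddah1, whose product degrades an inhibitor of nitric oxide synthase, had a log2 fold change of 1.89 (adjusted p = 0.026) in WT 40 Gy, 0.10 (adjusted p = 0.96) in WT 10 Gy, 1.09 (adjusted p = 0.13) in HBx,src fish and 0.87 (adjusted p = 0.17) in HBx,src,p53 fish. The WT 40 Gy value of ddah1 was 1.56 (adjusted p = 0.14) without replicate 1 of WT 40 Gy and 1.39 (adjusted p = 0.31) without replicate 2 of WT OF + 40 Gy. tdo2a had 0.053 (adjusted p = 0.96), 0.68 (adjusted p = 0.21), 0.35 (adjusted p = 0.56) and 0.62 (adjusted p = 0.11) in the same order, asgrl1 0.66 (adjusted p = 0.10), 0.69 (adjusted p = 0.071), 0.056 (adjusted p = 0.96) and 0.062 (adjusted p = 0.91), and hsd11b1la 0.67 (adjusted p = 0.46), 1.43 (adjusted p = 0.077), 0.53 (adjusted p = 0.61) and 0.51 (adjusted p = 0.49). Of the fibrosis markers, col1a1a had 0.63 (adjusted p = 0.73), -0.056 (adjusted p = 0.99), -0.80 (adjusted p = 0.67) and -0.42 (adjusted p = 0.80), ccn2a -1.23 (adjusted p = 0.26), 0.42 (adjusted p = 0.83), -0.30 (adjusted p = 0.90) and 0.22 (adjusted p = 0.87), and hpse 0.15 (adjusted p = 0.88), -0.34 (adjusted p = 0.74), -0.058 (adjusted p = 0.98) and 0.28 (adjusted p = 0.69). Of 11 genes of apoptosis and lipogenesis, 0 were called in any comparison. They were casp8, badb, baxa, fas, mapk8b, mapk14a, pparg, srebf1, mlxip, agpat4 and plpp1a. At an unadjusted p under 0.05 there were 2, 4, 2 and 4 in the same order. At 40 Gy these were higher, casp8 (0.941) and mlxip (1.07) in WT and pparg (0.927) and plpp1a (0.925) in HBx,src fish. By qPCR the paper reports lower cell death genes in the former and lower lipogenic genes in the latter. In WT 10 Gy badb, mapk14a and agpat4 were lower and mapk8b higher, and agpat4 had the largest change (limma, unadjusted p = 0.0065). In HBx,src,p53 fish mapk8b, srebf1 and agpat4 were lower and pparg higher. The smallest adjusted p was 0.080 for srebf1 in HBx,src,p53 fish (log2 fold change -1.04). casp3a and fasn could not be matched to a gene on the arrays by symbol. Of the cell cycle genes, ccne1, cdk1 and cdk2 had -5.70 (adjusted p = 3.8e-08), -4.69 (adjusted p = 3.8e-07) and -3.58 (adjusted p = 0.0014) in WT 10 Gy, where ovary genes fell as well, and -0.14 (adjusted p = 0.91), -0.21 (adjusted p = 0.86) and 0.30 (adjusted p = 0.87) in WT 40 Gy. The sizes for ccne1 and cdk1 in WT 10 Gy are uncertain, because both lay below the median signal of both arrays with Oligo-Fucoidan, against which they decreased by at least 5.16 and 3.94. In HBx,src fish they had -0.28 (adjusted p = 0.85), -0.39 (adjusted p = 0.74) and -0.32 (adjusted p = 0.91), and in HBx,src,p53 fish -0.53 (adjusted p = 0.45), 0.17 (adjusted p = 0.87) and -0.65 (adjusted p = 0.57). The group of 58 cell cycle genes had a median of -0.28 in HBx,src fish (50 negative, adjusted p = 1.5e-05, and adjusted p = 0.60 with an estimated correlation), with 0 risen and 1 fallen (the same numbers over the list alone), and -0.054 in HBx,src,p53 fish (adjusted p = 0.65). In the same HBx,src arrays 0 of 44 ovary and oocyte genes rose and 0 fell (the same numbers over the list alone), and their median was -0.58 (adjusted p = 2.6e-07, and adjusted p = 0.56 with an estimated correlation) with all arrays and -0.017 (adjusted p = 0.30) without replicate 3 of the R arrays.

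The fibrosis and extracellular matrix group had a median of 0.42 in WT 10 Gy (adjusted p = 0.0088, and adjusted p = 0.62 with an estimated correlation) and 0.32 in HBx,src,p53 fish (adjusted p = 0.0039, and adjusted p = 0.60 with an estimated correlation), and 0.27 (adjusted p = 0.053) and 0.056 (adjusted p = 1.00) in WT 40 Gy and HBx,src fish. In the same arrays 30 endothelium genes had a median of 0.52 in WT 10 Gy (adjusted p = 0.0019, and adjusted p = 0.46 with an estimated correlation) and 0.37 in HBx,src,p53 fish (adjusted p = 0.00036, and adjusted p = 0.43 with an estimated correlation), and 0.39 (adjusted p = 0.052) in WT 10 Gy without replicate 2 of WT OF + 10 Gy. Of them, 3 rose and 0 fell in WT 10 Gy (3 and 0 when adjusted over the list alone), and 3 rose and 0 fell in HBx,src,p53 fish (4 and 0). Genes of the mitochondrial respiratory chain had 0.46 in WT 10 Gy (adjusted p = 1.9e-07, and adjusted p = 0.56 with an estimated correlation), with 9 of 96 risen and 0 fallen (20 and 0 when adjusted over the list alone), in arrays where the ovary and oocyte genes had a median of -4.55. In WT 40 Gy the median of the respiratory chain was 0.29 (adjusted p = 0.049, and adjusted p = 0.79 with an estimated correlation), with 4 risen and 0 fallen (5 and 1 when adjusted over the list alone). It was 0.093 (adjusted p = 0.88) and 0.46 (adjusted p = 0.0010) without replicates 1 and 2 of WT 40 Gy, 0.48 (adjusted p = 0.0044) and 0.086 (adjusted p = 0.59) without replicates 1 and 2 of WT OF + 40 Gy, and 0.018 (adjusted p = 0.41) after quantile normalization over all arrays. The HBx,src value was 0.046 (adjusted p = 0.61). It had the opposite sign in HBx,src,p53 fish, at -0.11 (adjusted p = 0.0044, and adjusted p = 0.76 with an estimated correlation), with 0 risen and 3 fallen (1 and 7 when adjusted over the list alone), and -0.10 (adjusted p = 0.081) without replicate 3 of the R arrays. In all, 56 of 160 tests of a gene group were called with the preset correlation and 2 with an estimated one, those of the cell cycle and of the ovary genes in WT 10 Gy.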
